# The Effects of Selective Inhibition of Histone Deacetylase 1 and 3 in Huntington’s Disease Mice

**DOI:** 10.3389/fnmol.2021.616886

**Published:** 2021-02-17

**Authors:** Katharina Hecklau, Susanne Mueller, Stefan Paul Koch, Mustafa Hussain Mehkary, Busra Kilic, Christoph Harms, Philipp Boehm-Sturm, Ferah Yildirim

**Keywords:** HDAC inhibition, RGFP109, transcriptional dysregulation, Huntington’s disease, R6/1 mouse model, volumetric MRI

## Abstract

Huntington’s disease (HD) is an autosomal dominant neurodegenerative disease characterized by a late clinical onset of psychiatric, cognitive, and motor symptoms. Transcriptional dysregulation is an early and central disease mechanism which is accompanied by epigenetic alterations in HD. Previous studies demonstrated that targeting transcriptional changes by inhibition of histone deacetylases (HDACs), especially the class I HDACs, provides therapeutic effects. Yet, their exact mechanisms of action and the features of HD pathology, on which these inhibitors act remain to be elucidated. Here, using transcriptional profiling, we found that selective inhibition of HDAC1 and HDAC3 by RGFP109 alleviated transcriptional dysregulation of a number of genes, including the transcription factor genes *Neurod2* and *Nr4a2*, and gene sets and programs, especially those that are associated to insulin-like growth factor pathway, in the striatum of R6/1 mice. RGFP109 treatment led to a modest improvement of the motor skill learning and coordination deficit on the RotaRod test, while it did not alter the locomotor and anxiety-like phenotypes in R6/1 animals. We also found, by volumetric MRI, a widespread brain atrophy in the R6/1 mice at the symptomatic disease stage, on which RGFP109 showed no significant effects. Collectively, our combined work suggests that specific HDAC1 and HDAC3 inhibition may offer benefits for alleviating the motor phenotypic deficits and transcriptional dysregulation in HD.

## Introduction

Huntington’s disease (HD), an autosomal dominant neurodegenerative disease caused by CAG repeat expansions in the exon I of the *Huntingtin (HTT)* gene (The Huntington’s Disease Collaborative Research Group, 1993), is characterized by progressive psychiatric, motor, and cognitive symptoms and is fatal. In *HTT* exon 1, normal individuals have 7–34 CAG repeats, while HD patients display more than 40 and in juvenile cases even more than 100 CAG repeats (Duyao et al., 1993). Currently, no disease-modifying treatment is available. Mutant *HTT* gene causes brain region-specific neuronal dysfunction and degeneration that is most prominent in the striatum during early disease stages and spreads to other brain regions when the disease progresses (Tabrizi et al., 2012).

Transcriptional dysregulation is an early and central pathogenic mechanism in Huntington’s disease which has been demonstrated in cell and animal models of HD as well as in human HD brain (Cha, 2000; Hodges et al., 2006; Seredenina and Luthi-Carter, 2012). Transcriptional repression of many genes coding for neurotransmitters, neurotrophins, and their receptors is a hallmark of HD, while genes that are part of stress-response pathways were shown to be upregulated in HD. Some of the key neuronal genes that are consistently reported to be repressed across HD patients and animal models include brain-derived neurotrophic factor (*Bdnf*), preproenkephalin (*Penk*), dopamine receptor 2 (*Drd2*), and dopamine receptor 1a (*Drd1*). Accordingly, it has been shown that overexpression of *Bdnf* and *Penk* is neuroprotective and improves disease outcome in HD (Zuccato et al., 2005; Zuccato et al., 2011; Bissonnette et al., 2013). Furthermore, dopamine agonist and antagonists play an important role in symptomatic treatment of HD patients (Cepeda et al., 2014; Rangel-Barajas et al., 2015; Coppen and Roos, 2017). However, the mechanisms driving transcriptional dysregulation in HD are not fully understood. It was suggested that mutant HTT directly interacts with transcription factors and DNA (Benn et al., 2008). On the other hand there is strong evidence for epigenetic mechanisms such as histone acetylation, histone ubiquitination, histone trimethylation (H3K9me3, H3K4me3), and DNA methylation contributing to selective changes in gene expression in HD pathogenesis (Ferrante et al., 2004; Ryu et al., 2006; Seo et al., 2008; Bett et al., 2009; Vashishtha et al., 2013; Hervas-Corpion et al., 2018).

Histone hyperacetylation by histone acetyltransferases (HATs) is generally associated with gene expression and histone hypoacetylation by histone deacetylases (HDACs) with gene repression (Kurdistani et al., 2004). Global as well as gene specific histone hypoacetylation at promoters of down-regulated genes were shown in various HD models (Sadri-Vakili et al., 2007; Yildirim et al., 2019). Mutant HTT leads to hypoacetylation by directly binding HATs such as CBP, reducing their activity and resulting in gene repression (Steffan et al., 2000; NuciforaJr., Sasaki et al., 2001; Cong et al., 2005; Jiang et al., 2006). Overexpressing CBP reverses these effects and leads to decreased mutant HTT toxicity (Steffan et al., 2000; Jiang et al., 2006). Similar neuroprotective effects are achieved by inhibiting the opponent, HDACs. HDAC inhibition has been shown to ameliorate transcriptional changes in HD and improve behavioral deficits across different experimental models (Steffan et al., 2001; Ferrante et al., 2003, 2004; Hockly et al., 2003; Butler and Bates, 2006; Ryu et al., 2006; Kazantsev and Thompson, 2008; Pallos et al., 2008). Beyond HD, such chromatin targeting strategies exert therapeutic effects in other neurological conditions such as ischemic injury, Alzheimer disease, and Amyotrophic lateral sclerosis as previously reported by us and others (Ryu et al., 2005; Faraco et al., 2006; Meisel et al., 2006; Yildirim et al., 2008; Harrison and Dexter, 2013; Schweizer et al., 2015; Yang et al., 2017). These findings provide significant support for the disease-modifying therapeutic potential of epigenome-targeting strategies such as inhibition of histone deacetylation.

Initially, HDAC inhibitors have been studied and applied in cancer research identifying non-selective HDAC inhibitors such as Trichostatin A (TSA) and Vorinostat as anti-cancer drugs. In recent years, however, selective HDAC inhibitors have been developed (Wagner et al., 2015) and there is growing evidence that especially HDAC class I inhibitors are effective in suppressing pathogenic mechanisms in mouse models of HD (Thomas et al., 2008; Chiu et al., 2011; Lim et al., 2011; Jia et al., 2012, 2016; Chen et al., 2013; Suelves et al., 2017). RGFP109 is a HDAC class I inhibitor selective for HDAC1 and HDAC3. RGFP109 confirmed safety in a recent Phase I clinical trial in patients of Friedreich Ataxia Syndrome and enhanced the mRNA levels of the key disease gene frataxin (FXN) in patient blood mononuclear cells indicating its potentials for disease amelioration (Soragni et al., 2014). In another study, RGFP109 treatment led to significantly decreased levels of L-dopa induced dyskinesia in a Parkinson’s disease marmosets model (Johnston et al., 2013). A short-term treatment of HD R6/2 mice with RGFP109 modified the expression levels of 4 out of 13 measured disease-associated genes in the striatum (Jia et al., 2012). So far, a comprehensive investigation of the effects of RGFP109 on different aspects of HD, such as behavioral disease phenotypes or brain atrophy, has not been carried out.

In the present study, we tested the therapeutic effects of the selective HDAC inhibitor RGFP109 in the R6/1 mouse model of HD. The outcome of HDAC1 and HDAC3 inhibition was assessed by a set of behavioral tests and genome-wide transcriptional analysis of the striatum. Moreover, we performed volumetric magnetic resonance imaging (MRI) of the brain in living animals. Our results demonstrate that inhibition of HDAC1 and HDAC3 modestly alleviates the short-term motor skill learning deficits, accompanied by a partial repair effect on global gene expression changes in the striatum of R6/1 mice. MR imaging showed, on the other hand, that RGFP109 treatment exerted only very small, non-significant changes on the atrophy of specific brain regions in the R6/1 mice. Collectively, these findings present evidence for beneficial effects of specific HDAC1 and HDAC3 inhibition on transcriptional dysregulation and motor skill learning and coordination deficits, two key aspects of HD pathology, in HD mice.

## Results

### HDAC1 and HDAC3 Inhibition by RGFP109 Provides a Modest Positive Effect on Motor Learning Deficits Typical of HD in R6/1 Mice

R6/1 transgenic mice faithfully recapitulate many of the disease features of human HD, such as transcriptional dysregulation, progressive impairments of both motor and cognitive functions (Naver et al., 2003; Hodges et al., 2008; Brooks et al., 2012; Yildirim et al., 2019), brain atrophy and mutant HTT accumulation (Bayram-Weston et al., 2012). In our study, to evaluate if the specific HDAC inhibitor RGFP109 could alleviate the transcriptional dysregulation in HD *in vivo* and improve the characteristic neuroanatomical HD features and behavioral deficits, we treated R6/1 mice (11–14 weeks of age) with 30 mg/kg (i.p.) RGFP109 five times a week for 3 weeks (total of 23 days) (Figure 1A). R6/1 mice display a range of characteristic behavioral deficits such as motor abnormalities, learning and memory impairments, and reduced level of anxiety (Naver et al., 2003; Hodges et al., 2008; Brooks et al., 2012). Thus, we examined the R6/1 mice using different behavioral tests including RotaRod, open field, and elevated plus maze during the course of the study (Figure 1A).

**FIGURE 1:**
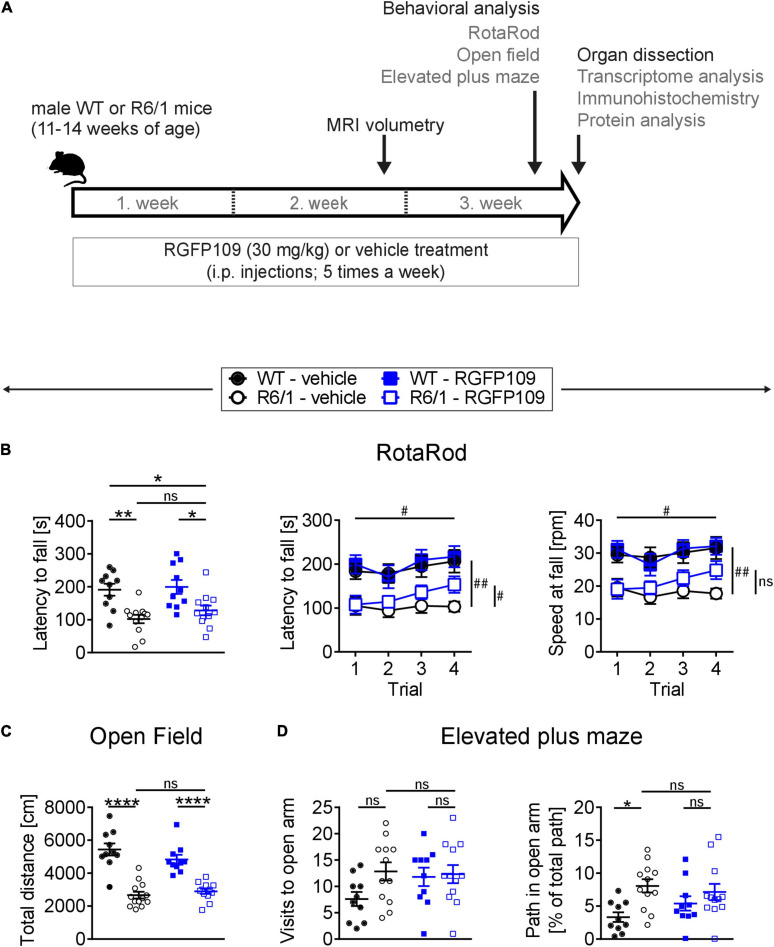
RGFP109 treatment improves motor learning in R6/1 mice. **(A)** Schematic of treatment and experimental procedure. **(B)** Motor performance and learning on a RotaRod: Latency to fall as mean of all trials, latency to fall and speed at fall as learning curve over the course of four subsequent trials. **(C)** Open field exploration evaluating general locomotor activity measured as total distance traveled. **(D)** Anxiety-related behavior determined by elevated plus maze test showing visits to open arm and path traveled in open arm normalized to the total path. WT, wild type. Data presented as mean ± SEM; *n* = 10 [WT-vehicle], *n* = 12 (13, Open Field) [R6/1-vehicle], *n* = 10 [WT-RGFP109], *n* = 12 [R6/1-RGF109]; *p < 0.05, **p < 0.01, ****p < 0.0001, ns, not significant by two-way ANOVA with Tukey’s multiple comparisons test (**B**-left graph, **C,D**); ^#^*q* < 0.05, ^##^*q* < 0.01, ns, not significant by mixed-effects analysis with two-stage linear step-up procedure of Benjamini, Krieger and Yekutieli as post-tests by controlling the False Discovery Rate (individually comparing each group to each other group) (B-learning curves: comparison of trial 4 between groups—indicated vertically, comparison of trial 4 vs. trial 1 for R6/1-RGFP109—indicated horizontally).

For evaluating the effect of HDAC1 and HDAC3 inhibition on motor coordination, balance, and motor skill learning in R6/1 mice, we performed the accelerating RotaRod test. Figure 1B (left) depicts the latency to fall as mean of four consecutive trials for each animal. Comparison of the vehicle-treated R6/1 and wild type animals revealed an HD-characteristic phenotype with significantly shorter time to stay on the rod in R6/1s. The latency to fall was significantly reduced by the main genotype effect [*F*_(__1_, _40__)_ = 23.6 with *p* < 0.0001] while treatment had only a minor effect on motor coordination [*F*_(__1_, _40__)_ = 1.09 with *p* = 0.304]. However, mice with treatment stayed 26 s longer on the rod, albeit not being significant (mean of all trial: 101.8 ± 44.2 s for R6/1-vehicle and 127.8 ± 50.5 s for R6/1-RGFP109; *p* = 0.651) (Figure 1B, left). This was also observed for the speed at fall (mean of all trials: 18.1 ± 5.7 rpm for R6/1-vehicle and 21.4 ± 7.4 rpm for R6/1-RGFP109; *p* = 0.672) (Supplementary Image S1A). In contrast, inhibition of HDAC1 and HDAC3 in R6/1 mice led to a small but significant improvement in RotaRod performance over the course of the four consecutive trials, indicating enhanced motor learning skills in HDACi-treated R6/1 animals (*q* = 0.017 for trial 4 vs. trial 1 for latency to fall; *q* = 0.026 for trial 4 vs. trial 1 for speed at fall) (Figure 1B, middle and right). Notably, RGFP109 treatment in R6/1 animals resulted in a significant increase in time to stay on the rod compared to vehicle-treated R6/1s in the fourth trial (103.1 ± 40.0 s for R6/1-vehicle and 153.3 ± 64.6 s for R6/1-RGFP109 and a difference of 50.2 s; *q* = 0.048) (Figure 1B, middle). Albeit not statistically significant, a similar trend was observed for the speed at fall (mean difference = 7.08; *q* = 0.052) (Figure 1B, right). Vehicle-treated R6/1 mice as well as vehicle- and RGFP109-treated wild type animals did not exhibit significant changes in motor learning abilities during the four trials. These findings indicate that HDAC1 and HDAC3 inhibition by RGFP109 modestly ameliorates short-term motor learning deficits in R6/1 mice.

We next analyzed if the general locomotor activity in the open field was also affected by RGFP109 treatment in R6/1 mice. Locomotor activity is known to be impaired in the R6/1 line as well as in other HD models (Naver et al., 2003; Hodges et al., 2008). Accordingly, we observed a highly significant reduction in the total distance traveled as well as in the average velocity and vertical activity (supported rearing) in vehicle-treated R6/1 animals compared to vehicle-treated wild type littermates indicating a hypoactive phenotype in HD animals (Figure 1C and Supplementary Image S1B). However, no significant differences were found between vehicle- and RGFP109-treated R6/1 mice for any of these parameters. Next, we performed the elevated plus maze test, which has been developed for measuring anxiety in rodents (Walf and Frye, 2007). As previously described (Naver et al., 2003), R6/1 mice showed trends to visit the open arms more frequently (7.6 ± 4.2 for WT-vehicle, 12.8 ± 6.0 for R6/1-vehicle; *p* = 0.137), spend more time (13.6 ± 11.2 s for WT-vehicle, 26.3 ± 13.6 s for R6/1-vehicle; *p* = 0.163), and travel longer distances (38.8 ± 29.2 cm for WT-vehicle, 78.0 ± 45.5 cm for R6/1-vehicle; *p* = 0.198) in the open arms regardless of treatment. Taking the reduced locomotor activity of R6/1s into account, vehicle-treated R6/1 mice displayed a significantly less anxious phenotype than vehicle-treated wild type mice (visits, time, and path in open arm normalized to total path). Treatment with RGFP109 did not exert a significant effect on this phenotype neither in R6/1 nor in wild type mice (Figure 1D and Supplementary Image S1C).

Lastly, abnormal limb clasping upon tail suspension can be used to demonstrate the presence of a neurological phenotype in HD mice. At the end of our study, before the sacrifice of mice (at 14–17 weeks of age), several R6/1 animals exhibited first degree forelimb clasping (score 0.5). However, RGFP109 administration did not affect the clasping behavior (Supplementary Image S1D). During the course of the study, body weight of the animals was not influenced by HDAC inhibitor administration indicating that the treatment was in general well tolerated. As expected, a reduction in the weight of the R6/1 mice was observed with disease progression, on which HDACi treatment showed no effect (Mangiarini et al., 1996; Naver et al., 2003; Supplementary Image S1E).

Altogether, these results demonstrate that RGFP109 treatment exerts a modest positive effect on the motor skill learning deficits while not affecting the general locomotor activity or anxiety-related phenotypes in HD mice.

### RGFP109 Treatment Alleviates, in Part, the Global Gene Expression Changes in the Striatum of R6/1 Mice

Aberrant transcriptional regulation in brain, especially in striatum and cortex, is an early and central feature of HD pathogenesis in models and patients. In the R6/1 model, consistent transcriptional dysregulation in the brain was shown starting with the earliest microarray reports (Kuhn et al., 2007; Benn et al., 2010) and more recently by RNA-sequencing studies (Gallardo-Orihuela et al., 2019; Yildirim et al., 2019). Among the genes with aberrant expression in HD striatum are transcriptional regulators (e.g., *Fos*, *Egr1*, *Npas4*, and *Polr2a*) as well as key neuronal genes important for neurotransmitter signaling (e.g., *Drd1*, *Drd2*, *Grin3a*, and *Ppp1r1b*) and synaptic plasticity (e.g., *Arc* and *Syp*) (Seredenina and Luthi-Carter, 2012; Vashishtha et al., 2013; Yildirim et al., 2019). To examine the impact of RGFP109 treatment on transcriptional dysregulation, we conducted transcriptome analysis of the striatum by RNA-sequencing (RNA-seq) (*n* = 5 for WT-vehicle, *n* = 6 for R6/1-vehicle, *n* = 6 for WT-RGFP109, *n* = 7 for R6/1-RGFP109). 

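Striatal RNA was sequenced from 24 mice, 5 in the WT-vehicle group, 6 in R6/1-vehicle, 6 in WT-RGFP109 and 7 in R6/1-RGFP109. RGFP109 is an inhibitor of HDAC1 and HDAC3 that was injected at 30 mg/kg, 5 times per week for 3 weeks, and the vehicle groups received the solvent alone. The mice were 11 to 14 weeks old at the start and 14 to 17 weeks old at sacrifice. The authors aligned the reads with STAR to the RefSeq transcriptome of mm10, computed FPKM values (fragment counts scaled by transcript length and by mapped fragments) with Cufflinks, and compared the groups in pairs with Cuffdiff 2. They deposited 6 comparison tables, 1 per pair of groups. Each table gives 1 FPKM value per group, the log2 fold change, a p-value and a q-value for each of 24340 genes found in all 6 tables. Read counts were not used here, so the depth of the libraries is unknown and no interval from counts can be given.
Values for single mice were taken from the FPKM columns of Supplementary Data Sheet S1, which holds 1466 genes that the authors called different by genotype or by treatment and, in a list of its own, 42 genes of an earlier study. Its group means were close to the deposited group values, with a median ratio of 0.960 in WT-vehicle and of 1.00 in each of the other groups. For tests, FPKM values were taken on the log2 scale after adding 0.05, and 2 groups were compared by a two-sided exact permutation test of the difference in means over every regrouping of the libraries. The tests of 65 genes were adjusted by the Benjamini-Hochberg method. With 6 R6/1-vehicle and 7 R6/1-RGFP109 libraries, the smallest p that this test can give is 0.00117. With 5 WT-vehicle and 6 R6/1-vehicle libraries it is 0.00433. The libraries carry numbers from 019 to 030 and from 031 to 042, and these blocks hold 3, 3, 3 and 3 and then 2, 3, 3 and 4 libraries of the groups in the order given above. These group sizes equal those of the authors' sequencing pools, but which library was in which pool is not stated in the text.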

All animals were sacrificed 18 h after the final injection and the striatum was used for RNA isolation and subsequent analyses (Figure 1A).

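The authors' deposited table for R6/1-vehicle against WT-vehicle lists 13970 tested genes. At the paper's thresholds, a q-value under 0.1 and an absolute log2 fold change above 0.5, a count of that table gave 1462 genes, 291 higher and 1171 lower in R6/1-vehicle, so that 80.1% were lower. For 1 of the higher genes the FPKM is listed at 0 in WT-vehicle, and 1461 genes were left without it. Supplementary Data Sheet S1 lists 1459 genes for this comparison. The minimum fold change moved the count most, to 3137 genes with none and to 373 genes with an absolute log2 fold change above 1. Of the 65 genes tested library by library, 21 differed between R6/1-vehicle and WT-vehicle at an unadjusted p under 0.05 in exact permutation tests, and 9 at an adjusted p under 0.05. The same comparison of the mice that received RGFP109, R6/1-RGFP109 against WT-RGFP109, gave 1317 genes at the paper's thresholds, of which 272 were higher and 1045 lower in R6/1 mice.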

Analysis of the RNA-seq data revealed that 1,461 genes were significantly differentially expressed in the R6/1 striatum at the age of sacrifice compared to wild type mice in the vehicle-treated group (FDR, *q* < 0.1; log2 FC > | 0.5|) with 1,171 genes (80%) being downregulated in R6/1 animals (Supplementary Data Sheet S1). 

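Penk, on chromosome 4 of mm10 from 4133536 to 4138445, encodes proenkephalin. Its mean was 1065 ± 382 FPKM (SD, n = 5) in WT-vehicle and 286 ± 112 FPKM (SD, n = 6) in R6/1-vehicle, a log2 difference of -1.92 (exact permutation p = 0.00433, the smallest these groups allow, adjusted p = 0.0313). All 6 R6/1-vehicle libraries lay below all 5 WT-vehicle libraries. Adora2a, the adenosine A2a receptor gene on chromosome 10 from 75316877 to 75334792, had 126 ± 52.9 FPKM (SD, n = 5) in WT-vehicle and 34.8 ± 15.0 FPKM (SD, n = 6) in R6/1-vehicle, with a log2 difference of -1.95 and the same exact permutation p. For Ppp1r1b, on chromosome 11 from 98348738 to 98358283, the log2 difference was -1.33 (exact permutation p = 0.0216, adjusted p = 0.0703). It was -1.26 for Drd2, on chromosome 9 from 49340662 to 49407214 (exact permutation p = 0.0303, adjusted p = 0.0938), and -0.93 for Drd1, on chromosome 13 from 54051183 to 54055658 (exact permutation p = 0.0606, adjusted p = 0.164). For these 3 genes 4, 3 and 3 of the 6 R6/1-vehicle libraries lay below every WT-vehicle library. Library 023 of R6/1-vehicle had 8.26 FPKM of Drd2 against a median of 50.0 FPKM in the other libraries of its group. The log2 fold changes between the same groups in the authors' deposited table are -2.01, -1.98, -1.36, -1.25 and -0.996 in the order of the genes above.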

As expected, among these, key HD genes such as *Drd1*, *Drd2*, *Ppp1r1b*, *Penk*, and *Adora2a* were downregulated. Analysis of the RNA-seq data from the RGFP109-treated R6/1 striata showed that the HDACi treatment significantly changed the expression of 43 genes in R6/1 animals (FDR, *q* < 0.1; log2 FC > | 0.5|), of which 36 genes were also differentially expressed in R6/1s compared to wild types (Supplementary Data Sheet S1). 

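At the same thresholds, a count of the authors' deposited table for R6/1-RGFP109 against R6/1-vehicle gave 43 genes, 15 higher and 28 lower after RGFP109. Among the 13939 genes tested in that table, 244 (1.75%) have an unadjusted p under 0.05, where uniform p-values would give 697. A count this far below means that 697 cannot serve as the chance level for these p-values. With an absolute log2 fold change above 1 the count of that table was 20 genes. Of the 43 genes, 36 also differed between R6/1-vehicle and WT-vehicle, and 7 did not. Library by library, 6 of the 43 genes differed between R6/1-RGFP109 and R6/1-vehicle at an unadjusted p under 0.05 in exact permutation tests, and 0 at an adjusted p under 0.05, with a smallest adjusted p of 0.379. The smallest exact permutation p was 0.00816, for Kl, which had 1.27 ± 0.303 FPKM (SD, n = 7) in R6/1-RGFP109 and 4.78 ± 6.56 FPKM (SD, n = 6) in R6/1-vehicle, a log2 difference of -1.18. Without library 023 of R6/1-vehicle its log2 difference was -0.66.
In wild type mice, a count of the authors' deposited table for WT-RGFP109 against WT-vehicle gave 80 genes, 25 higher and 55 lower. Of the 43 genes, 24 passed the thresholds with the same sign in both genotypes. A direct test of the difference between the treatment effects in R6/1 and wild type mice, with labels permuted within genotype, gave 2 of 65 genes at an unadjusted permutation p under 0.05 and 0 at an adjusted p under 0.05, with a smallest adjusted p of 0.99.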

Fourteen out of these 36 genes were changed toward wild type expression levels upon RGFP109 treatment in R6/1 animals (Figure 2A, highlighted in red). Among these are transcription factor genes such as *Neurod2*, *Neurod6*, and *Nr4a2*, the transcriptional regulator *Satb2*, the thyrotropin-releasing hormone *Trh*, the neuropeptide-like molecule *Nxph3*, and the nicotinic acetylcholine receptor *Chrna4* genes. 

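Of the 36 genes that differed by genotype and by treatment, 14 moved toward and 22 away from WT-vehicle. All 14 genes toward wild type are higher and all 22 genes away from it are lower in R6/1-RGFP109 than in R6/1-vehicle. In WT-RGFP109 against WT-vehicle, 22 of the 22 genes away from wild type had the same sign, 20 of them past the thresholds, whereas 1 of the 14 genes toward wild type had the same sign. Of these 14 genes 1 passed the thresholds in wild type mice, Trh, with a log2 fold change of -0.76 and a q-value of 0.0114 in the authors' deposited table. At a q-value under 0.05 in both comparisons, 28 genes were shared and 10 of them moved toward wild type. With no minimum fold change, 42 were shared and 19 moved toward it.

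**Figure D1:**
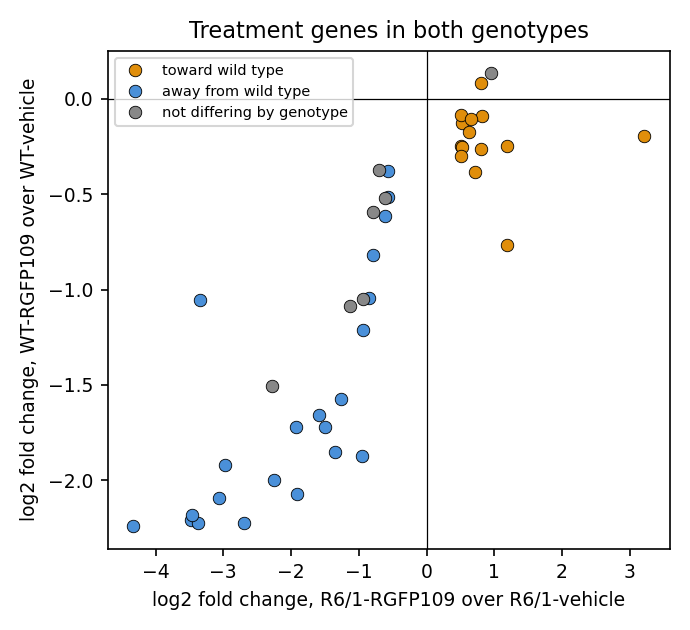
Log2 fold changes after RGFP109 of the 43 treatment genes in R6/1 mice (horizontal) and in wild type mice (vertical), 1 point per gene, from the authors' deposited table of each comparison. The 22 genes away from wild type fell in both genotypes.

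The largest fall was that of Ttr, on chromosome 18 from 20665250 to 20674326, which encodes transthyretin. Its mean was 623 ± 1132 FPKM (SD, n = 6) in R6/1-vehicle and 31.6 ± 56.2 FPKM (SD, n = 7) in R6/1-RGFP109 (log2 difference -3.03, exact permutation p = 0.0862, adjusted p = 0.47). Single libraries ranged from 2.01 to 2893 FPKM in R6/1-vehicle and from 2.44 to 158 FPKM in R6/1-RGFP109. In wild type mice they ranged from 8.32 to 4188 FPKM with vehicle and from 6.40 to 1667 FPKM with RGFP109. Without library 023 of R6/1-vehicle the log2 difference in R6/1 mice was -2.06.

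**Figure D2:**
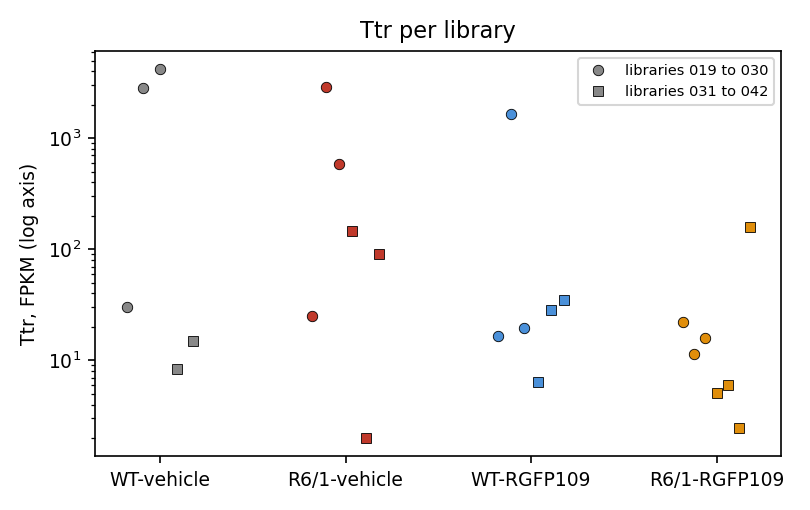
Ttr in each of the 24 libraries, in FPKM on a log axis, by group, with circles for libraries 019 to 030 and squares for libraries 031 to 042. The 5 highest libraries lie at 582 FPKM or above and the other 19 between 2.01 and 158 FPKM.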

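Per library, 2 of the 14 genes toward wild type differed between R6/1-RGFP109 and R6/1-vehicle at an unadjusted p under 0.05 in exact permutation tests, Cort (p = 0.0431) and Gfra2 (p = 0.0478), and 0 at an adjusted p under 0.05. Neurod2, on chromosome 11 from 98325417 to 98329645, had 9.22 ± 4.88 FPKM (SD, n = 6) in R6/1-vehicle and 13.1 ± 6.77 FPKM (SD, n = 7) in R6/1-RGFP109 (log2 difference 0.57, exact permutation p = 0.429). Without library 034 of R6/1-vehicle, which had 1.02 FPKM, the difference was 0.015. For Neurod6, on chromosome 6 from 55677819 to 55681263, the log2 difference was 0.36 (exact permutation p = 0.548) and became -0.20 without the same library. Nr4a2, on chromosome 2 from 57107226 to 57124003, had 5.34 ± 3.13 FPKM (SD, n = 6) in R6/1-vehicle and 9.29 ± 3.64 FPKM (SD, n = 7) in R6/1-RGFP109 (log2 difference 0.89, exact permutation p = 0.239). The log2 difference was 0.63 for Nxph3 (exact permutation p = 0.262) and 0.55 for Chrna4 (p = 0.0909 from the same exact test). Without library 034 the log2 difference was 0.42 for Nr4a2, 0.32 for Nxph3 and 0.35 for Chrna4. Adjusted over all 65 genes, the p-values of these 5 genes ranged from 0.47 to 0.672. The values without library 034 were the lowest with 1 library left out. The highest were 0.98 for Neurod2, 1.02 for Neurod6, 1.31 for Nr4a2, 0.97 for Nxph3 and 0.68 for Chrna4.
For Trh, on chromosome 6 from 92242061 to 92244650, library 040 of R6/1-RGFP109 had 25.1 FPKM and the other libraries of the group a median of 1.88 FPKM. The log2 difference was 0.19 (exact permutation p = 0.888) and -0.36 without library 040. Avp, which is also among the 14 genes, had 67.8 FPKM in library 040 of R6/1-RGFP109, 0.277 in library 030 and 0.247 in library 041, and it was listed at 0 in libraries 028, 029, 039 and 042. In R6/1-vehicle it had 2.93, 1.02, 1.30, 0.287 and 0.560 FPKM in libraries 022, 023, 024, 033 and 034 and was listed at 0 in library 035. Its log2 difference was -1.33 (exact permutation p = 0.486), so that 13 of the 14 genes were higher in the mean of the logarithms.
The genes toward wild type varied together with genes of the neocortex. Across the 24 libraries with group means removed, Neurod2 followed the mean of 8 neocortex genes with Pearson's r = 0.945 (permutation p = 1e-05, the smallest that 100000 resamples can give) and Spearman's rho = 0.950 (permutation p = 1e-05). Pearson's r was 0.897 without the 2 libraries farthest from the median, 0.922 in libraries 019 to 030 and 0.974 in libraries 031 to 042. Of 14 such relations, 12 had an adjusted permutation p under 0.05 by Pearson's r and 12 by Spearman's rho. The median r over the 14 genes was 0.679, and it was 0.420 without the 2 farthest libraries, 0.390 in the first block and 0.934 in the second. Within the 11 vehicle libraries the median r was 0.691 and the median rho 0.527, with 8 and 2 adjusted permutation p-values under 0.05.

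**Figure D3:**
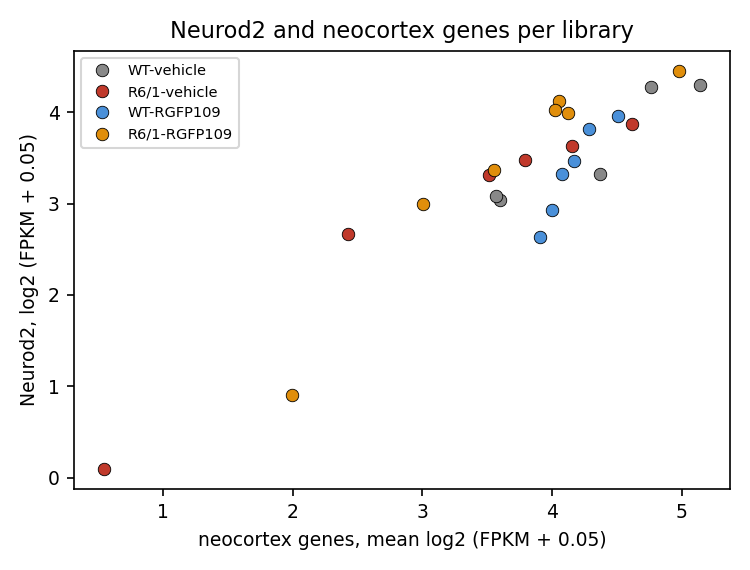
Neurod2 against the mean of 8 neocortex genes in each of the 24 libraries, both as log2 of FPKM plus 0.05, colored by group. Pearson's r with group means removed is 0.945, and the lowest point is library 034 of R6/1-vehicle.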

We validated the RNA-seq findings by quantitative RT-PCR for several typical HD genes (*Drd1*, *Drd2*, *Ppp1r1b*, *Adora2a*, *Arc*, *Egr1*, *Polr2a*, and *Grin3a*), for the effect of HDAC1 and HDAC3 inhibition on the transcriptional changes in R6/1s (*Nr4a2*, *Satb2*, *Folr1*, and *Otx2*) (although not significant in qRT-PCR data), as well as for several genes that were previously connected to motor skill learning behavior in rodents (*Dpysl2*, *Wars*, and *Cpne5*) (D’Amours et al., 2011) in the striatum of vehicle- and RGFP109-treated wild type and R6/1 mice (Supplementary Image S2A). The complete lists of significantly differentially expressed genes for the R6/1 and wild type comparison as well as for the treatment effect in R6/1 mice in RNA-seq data are presented in Supplementary Data Sheet S1.

**FIGURE 2:**
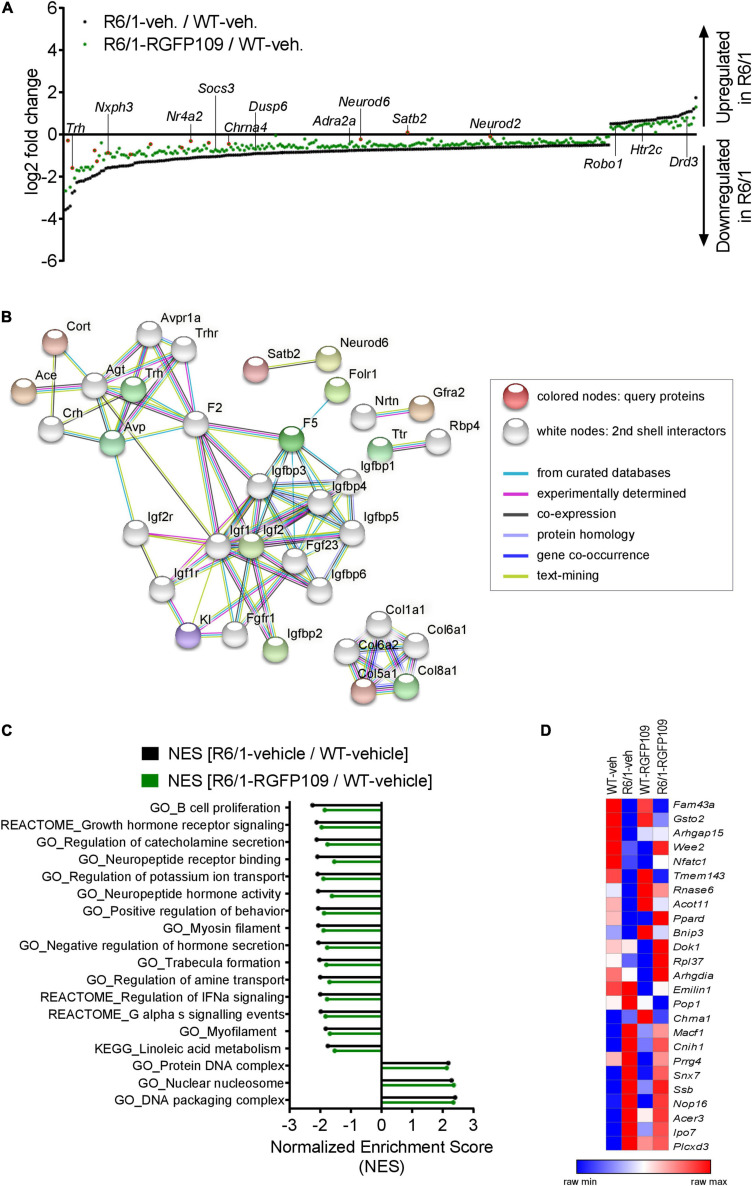
Inhibition of HDAC1 and HDAC3 by RGFP109 has a partial repair effect on global gene expression changes in the striatum of R6/1 mice. **(A)** 283 genes, significantly differentially expressed between WT and R6/1 mice (black) (*Cuffdiff 2*; FDR, *q* < 0.1; log2 FC > | 0.5|), are changed toward wild type expression levels in RGFP109-treated R6/1 animals by at least 20% using no cutoff criteria on the data for statistical significance (green). Significantly differentially expressed genes upon RGFP109 treatment in R6/1 mice (R6/1-RGFP109/R6/1-vehicle; FDR, *q* < 0.1; log2 FC > | 0.5|) are framed in red. Selected genes are labeled. **(B)** STRING protein-protein interaction network analysis. Forty three genes differentially expressed between R6/1-vehicle and R6/1-RGFP109 (FDR, *q* < 0.1; log2 FC > | 0.5|) were used as input and assigned to proteins (query proteins). The maximum number of 2nd shell interactors was set to 20. Network nodes represent proteins. Edges represent protein-protein associations. Disconnected nodes in the network are hidden. **(C)** Gene set enrichment analysis (GSEA—Broad Institute) for gene ontology, KEGG pathway, and REACTOME pathway gene sets. Genes were ranked based on log2 fold changes. The bar graph shows gene sets with significant different normalized enrichment scores (NES) between WT-vehicle and R6/1-vehicle mice (FDR, *q* < 0.1). NESs of RGFP109-treated R6/1 compared to WT-vehicle mice are plotted for the same gene sets. Gene sets with positive NES and the top 15 gene sets with highest difference between both comparisons for negative NES are plotted. **(D)** Heatmap for gene expression levels of 25 genes, that show a change toward wild type levels by RGFP109 treatment in R6/1 mice, from a list of genes whose expression were restored by HDACi treatment in a previous study (Thomas et al., 2008). Mean FPKM value/group is shown. Each row is a gene and each column is a group. *n* = 5 [WT-vehicle], *n* = 6 [R6/1-vehicle], *n* = 7 [R6/1-RGFP109].

Further analysis of the datasets, without imposing cutoff criteria on the data for statistical significance, revealed a trend for a larger potential effect of RGFP109 treatment on expression of the dysregulated genes in R6/1 striatum, as illustrated in Figure 2A. Of the 1,171 downregulated genes in the vehicle-treated R6/1s, expression of 21% (244) were enhanced by >20% by the HDACi treatment of R6/1s and among these were genes such as adrenoceptor alpha 2a (*Adra2a*) and 1b (*Adra1b*), suppressor of cytokine signaling 3 (Socs3), and dual specificity phosphatase 6 (*Dusp6*), whose expression showed a shift toward wild type levels. Similarly, expression of 13% (39) of the genes upregulated in the vehicle-treated R6/1 striatum were reduced by >20% by the RGFP109 treatment and some of these genes were 5-hydroxytryptamine (serotonin) receptor 2c (*Htr2c*), roundabout guidance receptor 1 (*Robo1*), and dopamine receptor d3 (*Drd3*) (Figure 2A and Supplementary Image S2B). 

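The share of the 1171 genes lower in R6/1-vehicle that counted as raised depended on how 20% is read. With an FPKM in R6/1-RGFP109 over 1.2 times that in R6/1-vehicle, 128 genes (10.9%) were raised. With at least 20% of the FPKM difference from WT-vehicle closed, the count was 175 (14.9%), and with at least 20% of the log2 difference closed it was 244 (20.8%). The FPKM of Adra2a in R6/1-RGFP109 was higher by 23.4% and that of Socs3 by 25.3%, whereas Adra1b was higher by 17.5% and Dusp6 by 14.6%. Of the log2 difference from WT-vehicle, 40.1% was closed for Adra2a, 23.8% for Adra1b, 31.1% for Socs3 and 21.9% for Dusp6. Library by library, Adra2a had 2.97 ± 1.29 FPKM (SD, n = 6) in R6/1-vehicle and 3.68 ± 1.26 FPKM (SD, n = 7) in R6/1-RGFP109, and Dusp6 had 9.83 ± 1.72 FPKM (SD, n = 6) and 11.3 ± 2.22 FPKM (SD, n = 7). The exact permutation p was 0.295 for Adra2a, 0.40 for Adra1b, 0.330 for Socs3 and 0.274 for Dusp6, and each difference was smaller than the SD between libraries.
The genes had been selected on the R6/1-vehicle values with which they were then compared. When genes were instead selected on R6/1-RGFP109 against WT-RGFP109, a comparison planned before the deposited tables were available, 208 of the 1045 lower genes (19.9%) lay at least 20% closer to wild type, on the log2 scale, in R6/1-vehicle. Selected on R6/1-RGFP109 against WT-vehicle, a choice made after the data were seen, 246 of the 1192 lower genes (20.6%) lay closer to WT-vehicle to the same extent. Selection on the mean of both R6/1 groups gave 1221 lower genes, of which 217 lay closer in R6/1-RGFP109 and 219 closer in R6/1-vehicle. In 1000 simulations, the R6/1 groups of 13705 genes had the same expected value and independent noise of the size typical at similar FPKM. A mean of 101 genes (SD 9.30) lay closer in R6/1-RGFP109, against 228 observed among those genes. Genes that vary more widely than most at their FPKM were given too little noise, so the simulations do not cover them.

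**Figure D4:**
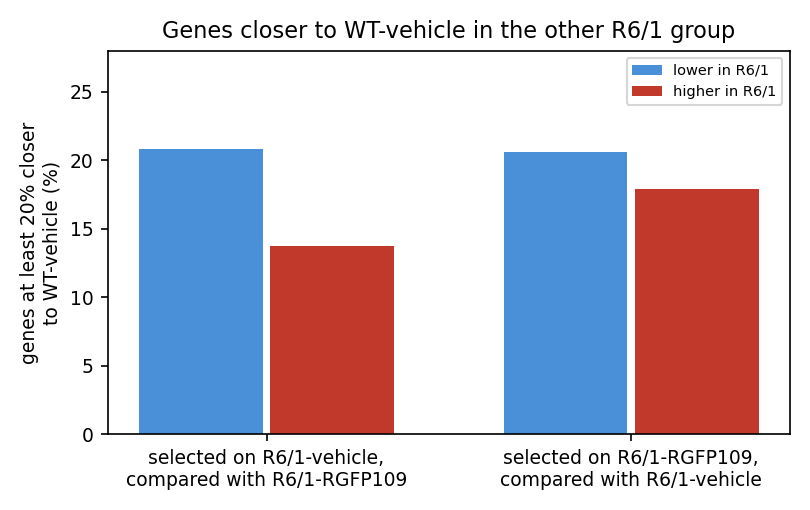
Percent of the genes different from WT-vehicle in one R6/1 group that lie at least 20% closer to it, on the log2 scale, in the other R6/1 group, for genes lower (blue) and higher (red) in R6/1 mice. The bars for lower genes stand at 20.8% and 20.6%, those for higher genes at 13.7% and 17.9%.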

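Among the 291 genes higher in R6/1-vehicle, 11 (3.78%) had an FPKM in R6/1-RGFP109 under 0.8 times that in R6/1-vehicle. With a ratio under 1/1.2 the count was 17, with at least 20% of the FPKM difference closed it was 57 (19.6%), and with at least 20% of the log2 difference closed it was 40, or 39 without the gene listed at 0. Relative to R6/1-vehicle, the FPKM changed by -13.5% for Htr2c, -11.1% for Robo1 and -16.6% for Drd3, while 32.1%, 33.1% and 24.9% of their log2 differences from WT-vehicle were closed. Htr2c, the serotonin receptor 2c gene on the X chromosome, had 28.4 ± 4.83 FPKM (SD, n = 6) in R6/1-vehicle and 24.6 ± 1.78 FPKM (SD, n = 7) in R6/1-RGFP109 (log2 difference -0.19, exact permutation p = 0.0909, adjusted p = 0.47), and 7 of 7 treated libraries lay below the R6/1-vehicle mean. The exact permutation p was 0.297 for Robo1 and 0.576 for Drd3. Selected on R6/1-RGFP109 against WT-RGFP109, 73 of 272 higher genes (26.8%) lay at least 20% closer to wild type on the log2 scale in R6/1-vehicle. Selected on R6/1-RGFP109 against WT-vehicle, 55 of 307 higher genes (17.9%) lay at least 20% closer to WT-vehicle in R6/1-vehicle. Selection on the mean of both R6/1 groups gave 313 higher genes, 32 closer in R6/1-RGFP109 and 48 closer in R6/1-vehicle. In the simulations with the same expected value in both R6/1 groups, a mean of 53.3 higher genes (SD 7.16) lay closer in R6/1-RGFP109, against 38 observed among the genes simulated. As a share of the higher genes, the simulated mean was 16.4% and the observed value 13.1%.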

To get a better functional view of genes that were alleviated by HDACi treatment in R6/1 animals, we performed gene ontology (GO) enrichment analysis of these genes that were changed toward wild type expression levels in RGFP109-treated R6/1 animals by at least 20%. These genes were enriched for several GO terms that are relevant for brain physiological processes, such as neuropeptide hormone activity, regulation of secretion, and second-messenger-mediated signaling (Supplementary Image S2C). 

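The neuropeptide hormone genes that Supplementary Data Sheet S2 lists for this term were looked up in the tables. Of the 7 genes listed, 2, Avp and Cort, passed the thresholds for R6/1-RGFP109 against R6/1-vehicle. Cort, on chromosome 4 from 149125191 to 149126741, encodes cortistatin and had 4.27 ± 2.22 FPKM (SD, n = 6) in R6/1-vehicle and 9.77 ± 4.59 FPKM (SD, n = 7) in R6/1-RGFP109. Its log2 difference was 1.24, and 6 of 7 treated libraries lay above the R6/1-vehicle mean (adjusted p = 0.47 from the exact permutation test). Without library 034 of R6/1-vehicle it was 0.84. The exact permutation p was 0.442 for Cck, 0.334 for Vip, 0.125 for Nppc, 0.283 for Adcyap1 and 0.265 for Cartpt.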

Supplementary Data Sheet S2 shows the complete list of enriched GO terms (FDR, *q* < 0.1).

Next, in order to functionally decipher the effect of RGFP109 treatment on gene programs in the striatum of R6/1s, we performed protein-protein interaction network analysis of the proteins assigned from the 43 differentially expressed genes using STRING (Szklarczyk et al., 2019) followed by gene ontology analysis. Expanding the network analysis with 20 proteins associated with the query proteins revealed that 15 out of the 43 genes belong to predicted protein-protein interactions (Figure 2B). 

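Among the genes of insulin-like growth factor ligands, receptors and binding proteins, 8 were tested in the authors' deposited table for R6/1-RGFP109 against R6/1-vehicle. Igf2 and Igfbp2 passed the thresholds and both are lower after RGFP109, with log2 fold changes of -0.93 and -0.61 and q-values of 0.0205 and 0.0357 in the authors' deposited table. None of the 8 was raised past the thresholds, and the other 6 have a q-value of 1.00 in the authors' deposited table. Igf1 and Igfbp1 were not tested there. Of 12 treatment genes looked up as members of the network, 8 were lower and 4 higher after RGFP109. Igf2, on chromosome 7 from 142650768 to 142670356, had 15.6 ± 14.4 FPKM (SD, n = 6) in R6/1-vehicle and 8.18 ± 7.46 FPKM (SD, n = 7) in R6/1-RGFP109 (log2 difference -0.78, exact permutation p = 0.193, adjusted p = 0.522). Igfbp2, on chromosome 1 from 72824480 to 72852471, had 17.0 ± 14.5 FPKM (SD, n = 6) and 11.1 ± 8.04 FPKM (SD, n = 7) in the same groups (log2 difference -0.35, exact permutation p = 0.566, adjusted p = 0.680). Without library 023 of R6/1-vehicle the log2 difference was -0.42 for Igf2 and 0.0098 for Igfbp2. Both genes also passed the thresholds in WT-RGFP109 against WT-vehicle. Their log2 fold changes there were -1.05 and -0.61, each with a q-value of 0.0114 in the authors' deposited table. Library by library, the log2 difference in wild type mice was -0.54 for Igf2 (exact permutation p = 0.519) and -0.26 for Igfbp2 (exact permutation p = 0.684).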

Notably, the largest cluster in the network included many members of the Insulin-like growth factor (IGF) pathway, suggesting activation of this pathway by RGFP109. In line, evaluation of the functional enrichment of all connected and disconnected nodes in the network for GO biological process terms revealed the enrichment of regulation of insulin-like growth factor receptor signaling pathway as well as several other terms that are relevant for HD pathology, such as negative regulation of transmission of nerve impulse and learning or memory (Supplementary Data Sheet S2).

Further, using log2 fold changes for ranking genes, we performed gene set enrichment analysis (GSEA) to find the gene sets associated to the functional transcriptional changes in HD and those induced by HDAC1 and HDAC3 inhibition. This analysis showed that normalized enrichment scores of 43% (24 out of 55) of the gene sets that were negatively enriched in disease (R6/1-vehicle/WT-vehicle comparison) were changed by at least 5% toward wild type levels in RGFP109-treated R6/1 mice (enrichment scores shifting toward 0 comparing drug-treated R6/1s vs. vehicle-treated wild type mice). Among these were gene sets associated with neuropeptide receptor binding, negative regulation of hormone secretion, and regulation of IFNα signaling, that were increased toward wild type levels. In contrast, among the positively enriched gene sets in R6/1s, only protein DNA complex and DNA packaging complex were lowered toward wild type levels upon treatment (by 2.4 and 2.3%, respectively). 

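The scores of Supplementary Data Sheet S2 cover 58 gene sets, of which the paper gives 55 negative scores for R6/1-vehicle against WT-vehicle. Compared with those scores, the scores for R6/1-RGFP109 against WT-vehicle were nearer to 0 by at least 5% for 24 of the 55 sets (43.6%) and farther from 0 by at least 5% for 1 set. They were nearer to 0 by any amount for 42 sets, and the median change was 3.17% toward 0. Both comparisons share the WT-vehicle libraries, and the gene sets themselves were not available, so no score was recomputed.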

Of note, the neuroactive ligand receptor interaction gene set showed further enhancement of the disease-associated enrichment pattern upon HDAC1 and HDAC3 inhibition in R6/1 animals (by 6.4%), while the remaining gene sets enriched in disease (31) were not changed or changed by less than 5% by RGFP109 treatment and these include actin filament based movement and potassium channel complex gene sets (Figure 2C and Supplementary Data Sheet S2).

We next compared our results with a previous report which examined the effects of a similar HDACi, HDACi 4b, on genome-wide gene expression profiles in the striatum of R6/2 mice using microarray (Thomas et al., 2008). Of 56 genes, which were shown to be restored in the striatum by HDACi 4b treatment of R6/2 mice, 42 were detected by RNA-seq in our study. Of these 42 genes, only 6 were significantly dysregulated in the striatum of R6/1 mice at the age of 14–17 weeks, which corresponds to a less progressed disease stage compared to the R6/2s, and 2 of these genes, *Arhgap15* and *Gsto2*, were restored by more than 20% by RGFP109 treatment of the R6/1s in our study. 

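All 42 genes of the earlier study were found in the tables, and 6 of them differed between R6/1-vehicle and WT-vehicle at the paper's thresholds. Of these 6, Gsto2 was changed by over 20% of its FPKM toward wild type, and Gsto2 and Arhgap15 had at least 20% of the log2 difference from WT-vehicle closed, 29.7% and 42.4%. The FPKM of Arhgap15 was higher by 17.5% and that of Gsto2 by 23.3% in R6/1-RGFP109. Arhgap15, on chromosome 2 from 43748824 to 44395953, had 1.92 ± 0.812 FPKM (SD, n = 6) in R6/1-vehicle and 2.25 ± 1.05 FPKM (SD, n = 7) in R6/1-RGFP109 (log2 difference 0.19, exact permutation p = 0.653), and the difference was -0.066 without library 034 of R6/1-vehicle. Gsto2, on chromosome 19 from 47865545 to 47886305, had 0.53 ± 0.193 FPKM (SD, n = 6) and 0.650 ± 0.326 FPKM (SD, n = 7) in the same groups (log2 difference 0.18, exact permutation p = 0.633). With 1 library left out, the difference of Gsto2 ranged from 0.022, without library 040 of R6/1-RGFP109, to 0.41. Over the 42 genes, 1 had an unadjusted exact permutation p under 0.05, and 0 had an adjusted p under 0.05, adjusted over the list alone.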

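Of the 42 genes that HDACi 4b had restored in R6/2 mice in the earlier study, 25 moved toward and 17 away from WT-vehicle in R6/1-RGFP109 by the sign of the change in the tables (exact binomial p = 0.280, two-sided, against an equal share). The changes toward wild type had a median size of 0.065 and a largest size of 0.36 on the log2 scale, and the authors' deposited table has 0 of the 42 genes with a q-value under 0.1 for treatment. Limited to changes of at least 10%, 6 of 11 genes moved toward wild type. With the roles of the R6/1 groups exchanged, so that genes compared to R6/1-RGFP109 were asked to lie closer in R6/1-vehicle, 20 of 41 genes with an FPKM above 0.1 did so. For all 16901 such genes the share was 56.9% in the original direction and 54.6% with the roles exchanged. By the means of the single libraries, the number toward wild type was also 25, and 25 of these are the genes of Fig. 2D, whereas the tables share 22 with it.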

To explore a more inclusive list of potentially therapeutically relevant genes, we examined all expression changes, regardless of their statistical significance, which revealed that of the 42 genes previously reported to be restored by HDACi 4b, 25 showed a change toward the wild type levels after RGFP109 administration in R6/1 mice in our study (Figure 2D and Supplementary Data Sheet S1), providing a list of genes whose expression levels are consistently ameliorated by specific HDAC1/3 inhibitors across different HD models.

Collectively, RGFP109 treatment, at least to a certain extent, repairs the transcriptional effects of mutant Huntingtin gene expression, causing a significant change in the expression of 43 genes, in the striatum of R6/1 mice and induced collective changes in the expression of a number of gene sets and pathways, some of which were associated to biological functions and processes that are relevant for neuronal physiology and HD pathogenesis.

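Genes of tissues that adjoin the striatum were followed in the same comparison through lists of genes. The lists were written before the deposited tables were available but after the treatment genes of Supplementary Data Sheet S1 had been seen. In R6/1-RGFP109 against R6/1-vehicle, the median log2 fold change of 14 choroid plexus genes was -1.19, below all of 10000 random lists of the same size and mean FPKM, with 14 of 14 genes lower. That of 11 neocortex genes was 0.30, above all random lists, with 9 genes higher. None of these genes is among the 43 treatment genes. In WT-RGFP109 against WT-vehicle, the choroid plexus list had a median of -1.38 and the neocortex list one of -0.22, both below all random lists. Library by library, the mean of the 8 neocortex genes held by Supplementary Data Sheet S1 differed by 0.50 on the log2 scale between R6/1-RGFP109 (n = 7) and R6/1-vehicle (n = 6; exact permutation p = 0.494), and that of 5 choroid plexus genes by -0.64 (exact permutation p = 0.133). Without library 034 of R6/1-vehicle the neocortex difference was -0.028 (exact permutation p = 0.970) and the choroid plexus difference -0.87 (exact permutation p = 0.0126), and without library 023 of R6/1-vehicle the choroid plexus difference was -0.28 (exact permutation p = 0.288). From the 43 genes and the gene sets, the paper concludes that RGFP109 repairs the transcriptional effects of mutant Huntingtin to a certain extent.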

### Effects of RGFP109 Treatment on the HD-Associated Atrophy of Specific Brain Areas in the R6/1 Mice Measured by Volumetric MRI

One hallmark of HD is neuronal degeneration which manifests predominantly in the striatum, particularly the caudoputamen and dorsal striatum in HD patients. In addition, brain atrophy of variable severity can be observed in several other brain regions, such as the cerebral cortex, total white matter, amygdala, hippocampus, and brainstem (Rosas et al., 2003; Tabrizi et al., 2012). The R6/1 mouse model closely recapitulates the neuronal degeneration seen in HD patient brain. These mice exhibit progressive brain atrophy in the striatum (especially the posterior striatum) and cortex (especially in the retrosplenial areas) as well as a subtle expansion of posterior ventricular spaces (Rattray et al., 2013).

By registering the Allen brain atlas to T2w MR images (Koch et al., 2019) we used an unbiased approach to detect regional and sub-regional changes in R6/1 mice upon RGFP109 treatment (Figure 1A). This analysis revealed 419 brain regions and sub-regions (55% of all analyzed regions) that showed a significant volume difference between vehicle-treated R6/1 and wild type mice at the age of 13–16 weeks of age (FDR, *q* < 0.1) (Figure 3A and Supplementary Image S3A). Of these, the majority (403 regions, 96%) exhibited a significant volume decrease in R6/1 mice including striatum, pallidum, hippocampal region, and piriform area. In contrast, 16 regions (4%) showed a significant volume increase in HD mice, e.g., copula pyramidis, orbital area (medial part, layer 1 and 2), and supratrigeminal nucleus (Figure 3D and Supplementary Data Sheet S3). RGFP109 treatment did not induce any significant changes in the volumes of the afore-mentioned 419 brain substructures in R6/1 mice at this age. However, 61 regions (15%) with significant decrease or increase in R6/1 animals showed non-significant trends toward a reversal of the volume change upon drug treatment by at least 20% (Figure 3A, framed red). Some of these regions include central amygdalar nucleus (medial part), pallidum (ventral region), and prelimbic area. Supplementary Data Sheet S3 contains the complete list of brain regions with significant volume difference in R6/1 animals and those that show a trend toward change by the treatment.

**FIGURE 3:**
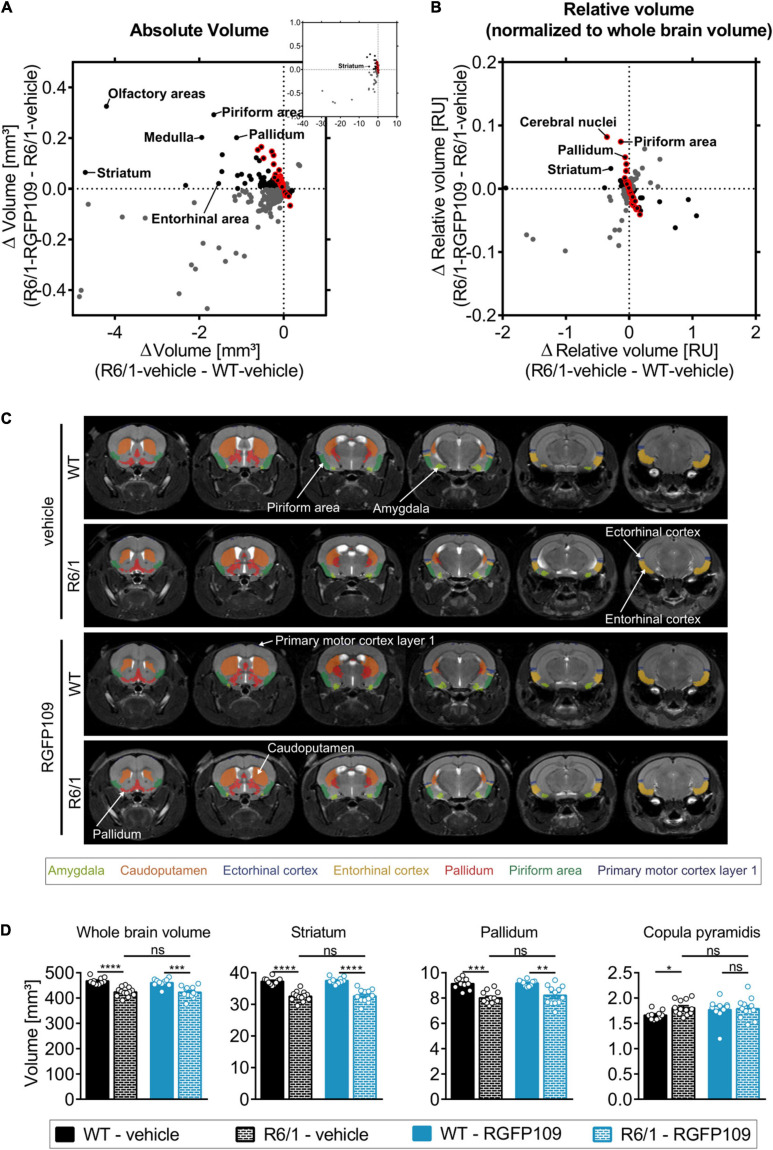
Effect of RGFP109 treatment on HD-associated atrophic brain substructures in R6/1 mice. Mouse brain MR images were registered to the Allen brain atlas. Volumes of substructures (absolute or normalized to whole brain volumes) were analyzed by two-sample *t*-test (FDR, *q* < 0.1). **(A)** Mean absolute volume differences of brain regions with significant volume change in R6/1 compared to WT mice (419). **(B)** Mean relative volume differences of brain regions with significant volume change in R6/1 compared to WT mice (220). **(A,B)** Black: substructures affected positively by drug (not significant; red frame: >20% of R6/1-WT volume difference); Gray: substructures affected negatively by drug (not significant). **(C)** MR images, exemplarity shown for three individuals; selected regions are color-coded. Anatomical labels are based on the Allen brain atlas. **(D)** Absolute volumes of selected brain regions. Data presented as mean ± SEM; *n* = 10 [WT-vehicle], *n* = 13 [R6/1-vehicle], *n* = 10 [WT-RGFP109], *n* = 12 [R6/1-RGFP109]; *q < 0.05, **q < 0.01, ***q < 0.001, ****q < 0.0001, ns, not significant.

As the overall brain volumes in R6/1 mice were reduced (Supplementary Image S3E, first graph), we utilized a second approach that corrects the regional and sub-regional volumes by the whole brain volume. This resulted in 220 regions (29% of all analyzed regions) showing a significant change in R6/1 animals (Figure 3B and Supplementary Image S3B). 144 brain regions with significant volume change were shared between the two analysis strategies (Supplementary Image S3C). Similar to the absolute volume analysis, RGFP109 treatment did not show any significant effects on volumes of brain regions in R6/1 mice after correcting for the whole brain atrophy. Non-significant trends toward an improved volume change of at least 20% upon drug treatment in R6/1 mice was detectable for 25% (55/220) of the regions showing a significant volume difference in R6/1 mice (Figure 3B, framed red). Seventeen brain regions and sub-regions that show a trend toward positive effect by drug treatment by more than 20% in R6/1s were shared in both analysis strategies. These include piriform area (molecular layer), ectorhinal area, intermediodorsal nucleus of the thalamus, and prelimbic area (layer 5) (Supplementary Images S3D,E and Supplementary Data Sheet S3). Figure 3C depicts selected regions that were previously implicated in motor skill learning (amygdala, caudoputamen, ectorhinal cortex, entorhinal cortex, pallidum, piriform area, primary motor cortex) in representative examples of vehicle- or HDACi-treated wild type and R6/1 mice (Tamakoshi et al., 2014; Scholz et al., 2015; Badea et al., 2019).

In summary, matching the Allen brain atlas to MR images allowed us to investigate the HD mouse neuroanatomy and the impact of RGFP109 treatment on it in great detail. While we detected a large number of brain regions and sub-regions with significant volume change in R6/1 animals, HDAC1 and HDAC3 inhibition exhibited only trends toward slowing these volumetric differences in the brains of R6/1 mice at this progressed disease stage.

### RGFP109 Treatment Does Not Affect Aggregate Formation or Bulk Histone H3K27acetylation Levels in R6/1 Mice

HD is characterized by mutant HTT protein aggregate formation, which displays a histopathological basis of transcriptional dysregulation, neuronal degeneration, and behavioral deficits. Given the effect of RGFP109 on short-term motor skill learning, we examined whether RGFP109 treatment has an impact on this neuropathological hallmark of HD. For this purpose, we analyzed EM48 immunoreactivity in striatal sections visualizing aggregated mutant HTT. We analyzed 8 separate images per section, each covering a 34,192 μm^2^ area with 123 DAPI + cells in average in the dorsal stratum directly lateral to the lateral ventricle. By using ImageJ software, we defined particles larger than 15 μm^2^ as nuclei. Blinded manual counting of the number of aggregates showed that RGFP109 did not affect the number of mutant HTT protein aggregates in R6/1 mice (Supplementary Image S4A).

To examine the effects of RGFP109 treatment on global histone acetylation, we determined bulk acetylation patterns at lysine 27 of histone H3 (H3K27ac) in protein extracts of striatal tissue *via* immunoblotting. Increased H3K27ac levels can be found at active promoters and enhancers indicating high transcriptional activity (Wang et al., 2008). Our Western blotting analysis showed no differences in acetylated H3K27 levels between R6/1 and wild type mice, regardless of treatment. As control for equal histone amounts, we determined total H3 levels from the same samples. Similarly, we did not observe differences between the groups (Supplementary Image S4B). While we did not detect increases in global H3K27ac patterns in striatum by the HDACi treatment, temporally dynamic and site-specific changes in acetylation levels not detected by immunoblotting of total tissue could be associated to the transcriptional changes observed in HD.

## Discussion

This study suggests that treating HD mice with a specific HDAC1 and HDAC3 inhibitor has benefits on multiple aspects of HD. Inhibiting histone modifying enzymes, in particular class I HDACs, has been previously shown to improve disease features, such as the phenotypic and neuropathological deficits and dysregulation of selected genes, in various models of HD (Thomas et al., 2008; Chiu et al., 2011; Lim et al., 2011; Jia et al., 2012, 2016; Chen et al., 2013; Suelves et al., 2017). The goal of our study was to evaluate the effects of the specific HDAC1 and 3 inhibitor RGFP109 in an unbiased approach on the genome-wide transcriptional dysregulation and on the phenotypic deficits in HD mice using the R6/1 model. Further, by performing MRI measurements on living mice, we conducted a detailed analysis of the brain volumetric changes in the R6/1 mice. Our findings demonstrate that the specific inhibition of HDAC1 and HDAC3 by RGFP109 modestly improves the motor learning skills and alleviates, at least to a certain extent, the dysregulation of a number of genes and gene sets in the R6/1 mice. By volumetric MRI, we detected extensive atrophic changes in the brains of the R6/1 mice, on which RGFP109 exerted no significant effects. Given our results and data from others, early targeting of transcriptional dysregulation by specific HDAC inhibition may alleviate key transcriptional and phenotypic aspects of HD pathology.

In a previous study, a short-term treatment regime with RGFP109 (subcutaneous injections of 150 mg/kg/day for 3 days) partially reversed four selected disease-associated genes in the striatum in HD R6/2 mice as measured by PCR (Jia et al., 2012). However, the effects of RGFP109 treatment on the behavioral deficits and on gene expression throughout the genome as well as on the brain atrophy have not been evaluated in HD. Here, using the R6/1 mice, which is less progressive than the R6/2 model, we chose to use a lower therapeutic dose of 30 mg/kg based on a previous Parkinson’s disease study (Johnston et al., 2013) and applied a longer treatment regime (3 weeks with five injections per week), aiming to minimize potential toxic side effects by reducing high drug exposure.

Among the most characteristic behavioral deficits in HD mice are motor impairment and deficit in motor skill learning, which are caused by the dysfunction of corticostriatal circuits (Backman et al., 1997; Lawrence et al., 2000; Cybulska-Klosowicz et al., 2004; Mazarakis et al., 2005). The RotaRod task is a useful marker for detecting early HD phenotypes in R6/1 animals from as early as 8 weeks of age (Brooks et al., 2012). Our study demonstrates that 3-week-long treatment with 30 mg/kg RGFP109 modestly ameliorates motor skill learning deficits in this mouse model of HD. While we obtained this finding by testing the animals on the RotaRod for up to four trials on the same day, in future studies, it would be important to analyze the animals across several days to assess learning over longer time frames as well as to use modified RotaRod protocols or other behavioral tests to better distinguish motor skill learning from motor coordination and balance. In line with our findings, Suelves et al. demonstrated that selective HDAC3 inhibition by RGFP966 in the Hdh^Q7/Q111^ knock-in mouse model of HD (50 mg/kg of RGFP966 three times per week from 3 to 6.5 months) prevents corticostriatal-dependent motor learning deficits from trial four on testing animals for four times per day for 3 consecutive days (Suelves et al., 2017). Similarly, treatment of N171-82Q HD mice with RGFP966 over a period of 10 weeks with 10 or 25 mg/kg per week showed improved motor function, accompanied by neuroprotective effects on striatal volume, and significant alterations of the expression of 3 immune pathway genes (chemokine (C-C motif) ligand 17 (*Ccl17*), macrophage migration inhibitory factor (*Mif*), interleukin 13 (*Il13*); measured by PCR) (Jia et al., 2016). Notably, in the latter study, the beneficial effects of RGFP966 on the RotaRod task was observed in female HD mice only, suggesting potential differences in HDACi’s effects depending on sex. While a sex comparison was not within the scope of our study, it would be important to test RGFP109, which showed positive effects in male R6/1 mice in this current study, also on female R6/1s in future. In a mouse model of Friedreich ataxia prolonged RGFP109 treatment led to modest improvements in motor coordination performance and locomotor activity (Sandi et al., 2011). It has been shown that improvement on the RotaRod mainly requires a change in the motor strategy to master the task rather than an enhancement in general locomotor activity (Buitrago et al., 2004). Accordingly, we did not observe improvement in general locomotor activity in the open field test upon RGFP109 treatment in R6/1 animals.

To investigate the potential molecular correlates of our behavioral findings, we carried out a genome-wide analysis of the transcriptional changes, which was not done before in the afore-mentioned studies, in the striata of vehicle- and drug-treated R6/1 and wild type mice. Our RNA-seq data showed the altered expression of a large number of genes in the striatum of R6/1 mouse, which included also those that are well-known to be dysregulated in HD, e.g., *Drd1*, *Drd2*, *Penk*, and *Adora2a* (Seredenina and Luthi-Carter, 2012). RGFP109 administration showed, in part, repair effects on the global aberrant gene expression changes in the striatum of R6/1 mice, affecting 43 individual genes significantly. Some of these genes were the thyrotropin-releasing hormone gene *Trh*, the neuropeptide-like molecule gene *Nxph3*, the nicotinic acetylcholine receptor gene *Chrna4*, and transcriptional regulator genes such as *Neurod2*, *Neurod6*, *Nr4a2*, and *Satb2*, whose change in expression may likely result in alterations in the expression of their target genes. Further, *Arhgap15* (Rho GTPase activating protein 15) and *Gsto2* (Glutathione S-Transferase Omega 2), genes whose expression were completely rescued in a previous report by the HDAC1 and HDAC3 selective inhibitor HDACi 4b in R6/2s (Thomas et al., 2008), were also restored in our study upon RGFP109 treatment in R6/1s, supporting a similar mode of action of these selective HDAC inhibitors across different models of HD. Of note, loss of *Arhgap15* gene, a member of the Rac signaling pathway, was shown to cause decreased synaptic density and cognitive deficits in mouse and its mutations were identified in association with neurological and cognitive deficits in patients with Intellectual Disability (Zamboni et al., 2018), revealing the rescue of its expression by HDACi treatment as potentially therapeutically relevant in HD. Beyond these single gene expression changes, we found that a number of gene sets and pathways associated with neurophysiological functions relevant for HD pathology were changed upon treatment and these changes could be linked to the observed phenotypic changes. Notably, all three analyses tools we utilized, Gene ontology, GSEA and String network, commonly revealed enrichment of hormone activity related pathways, indicating in particular the activation of Insulin-like growth factor pathway by RGFP109 treatment. Both IGF-1 and IGF-2 were previously reported to exert robust protective effects in HD (Lopes et al., 2014; Garcia-Huerta et al., 2020), suggesting that induction of IGF pathway by RGFP109 may be one of the key mechanisms contributing to RGFP109’s beneficial effects observed in our study.

In an animal study of Friedreich Ataxia it was shown that long-term RGFP109 treatment (100 mg/kg over a period of 5 months with five injections per week) increased especially local H3K9ac and H4K5ac levels directly at the frataxin gene accompanied by higher frataxin gene expression levels in mouse brain, whereas global H3 and H4 acetylation patterns did not significantly increase by the drug (Sandi et al., 2011). Next to the spatial changes of specific histone acetylation patterns, temporal differences of global and local histone acetylation have been observed in another Friedreich Ataxia mouse study using a single RGFP109 administration (with 150 mg/kg) (Rai et al., 2010). In this study, global H3 acetylation in the brain increased to a maximum level at 4 h after injection and totally disappeared at 24 h, whereas H4K5ac and H3K14ac at the frataxin gene were shown to increase between 12 and 24 h (Rai et al., 2010). In contrast to the aforementioned studies in mouse models of Friedreich Ataxia, we did not observe increased global H3K27 acetylation by RGFP109 treatment measured by Western blotting of total striatal extracts. Supporting our findings of no change in global histone acetylation after RGFP109 treatment, a previous report showed histone acetylation changes only at specific promoters using a similar HDAC inhibitor, HDACi 4b, in the R6/2 mice (Thomas et al., 2008).

Aiming at examining different key features of HD, on which RGFP109 treatment may have an effect, we performed MRI measurements to study the structural brain changes in HD mice. By registering the Allen brain atlas to MR images, we provided a complete list of regional and sub-regional volumetric changes of the brains of R6/1 animals, which by far expands the set of regions so far shown to be changed in this HD model. Using longitudinal *in vivo* MRI, a previous study detected reduction in both global brain volume as well as brain sub-regional volumes when corrected for global volume change in R6/1 mice over time, showing ubiquitous shrinkage of the striatum and the somatosensory cortices (Rattray et al., 2013), comparable with what we detected with our approach here. In contrast, increases in regional and sub-regional volumes when corrected for whole brain volume should be viewed cautiously, as they indicate a less pronounced shrinkage of that brain area compared to the volume reduction of the whole brain, rather than an actual regional size increase. In pre-symptomatic and symptomatic HD patients progressive whole brain volume loss is evident (Tabrizi et al., 2012). Furthermore, in addition to the striatum, other brain regions known to be affected in HD patients, such as cerebral cortex, amygdala, hippocampus, and brainstem (Rosas et al., 2003), are also changed in R6/1 mice. Similar to the modest transcriptomic changes we observed upon RGFP109 treatment, volumes of specific brain regions and sub-regions showed only non-significant trends toward an alleviation upon HDAC1 and HDAC3 inhibition in R6/1 mice at this disease stage. Of note, these regions include some of the brain areas that were previously implicated in motor skill learning behavior in rodents, such as the amygdala, ectorhinal cortex, entorhinal cortex, pallidum, piriform area, and primary motor cortex (Tamakoshi et al., 2014; Scholz et al., 2015; Badea et al., 2019).

In summary, our study suggests that treatment with the HDAC inhibitor RGFP109 provides benefits on transcriptional dysregulation and motor skill learning and coordination deficits, while not affecting the locomotor and anxiety-like deficits and the progressive brain atrophy in the R6/1 mice. Further studies should include also relevant immunohistochemical assessments of the brain for elucidating potential synaptic plasticity changes that may contribute to the observed phenotypic effects of HDAC inhibition in HD mice. Although the R6/1 line recapitulates several key features of HD, such as motor and cognitive deficits, transcriptional dysregulation, accumulation of mutant Htt aggregates and brain atrophy, establishing direct mechanistic links between molecular pathology and specific behavioral deficits has been a challenge so far (Rattray et al., 2013). Further work using an HD mouse model with slower progression, intervention earlier in the time course of pathology, a longer treatment regime with various doses or a combination of these factors in a well-powered sex-balanced cohort may enhance the leveraging of the therapeutic potentials of this selective HDAC inhibitor in HD. Nevertheless, we have demonstrated that HDAC1/3 inhibitor RGFP109 modestly improved motor skill learning deficits and alleviated transcriptional dysregulation, characteristic disease features, in HD mice. Epigenome-targeting strategies may be viable approaches for targeting transcriptional dysregulation in HD and also in other neuropsychiatric diseases without significant genetic causation.

## Materials and Methods

### Animals

Hemizygous R6/1 mice, expressing exon 1 of the human *HTT* gene with an estimated repeat expansion range of 115–150 CAGs, were purchased from the Jackson Laboratory. R6/1 mice were maintained on a C57BL/6J background crossing male R6/1 with female C57BL/6J. Genotypes were determined by PCR analyses (R6/1-fwd: 5′-CCGCTCAGGTTCTGCTTTTA-3′; R6/1-rev: 5′-GGCTGAGGAAGCTGAGGAG-3′). The repeat length was 143 ± 4 CAGs, as detected by sequencing of the genotyping PCR products of selected animals (including some of the mice used in this study). Littermates were randomly divided into four groups: WT-vehicle (*n* = 10), R6/1-vehicle (*n* = 13), WT-RGFP109 (*n* = 10), R6/1-RGFP109 (*n* = 12). All mice used in the present study were housed together in groups of maximal four animals; if possible, genotype and treatment were mixed in individual cages. Weight of the mice were monitored throughout the study. No animal was excluded due to excess weight loss (exclusion criterium: ≥25% weight loss compared to the weight at the start of the experiment). One animal (R6/1-vehicle) died during the course of the experiment (after completion of the MRI measurement and open field test, before performing Rotarod and elevated plus maze tests) due to unknown reasons. Animals were housed under pathogen free conditions with *ad libitum* access to food and water on a 12 h light/12 h dark cycle at constant temperature (22 ± 2°C) and humidity (55 ± 10%). All animal experiments were approved by the local animal care committee of *Charité-Universitätsmedizin Berlin* and by the *Landesamt für Gesundheit und Soziales Berlin* (license number G0314/16) and conducted according to the institutional guidelines. All efforts were made to minimize all unnecessary suffering of animals. In line with our license for animal experiments and the 3Rs principles, for reducing the data variation and thereby keeping the required number of mice for the experiments to a minimum, only male mice were used in this study.

### RGFP109 Treatment of Mice

The HDAC1 and HDAC3 inhibitor RGFP109 (RG2833; CAS No. 1215493-56-3) was purchased from Selleckchem. RGFP109 was dissolved in dimethyl sulfoxide and diluted in 0.9% NaCl (1:2) directly before use (final concentration: 15 mg/ml). Mice were administered RGFP109 (30 mg/kg body weight) or an equal volume of vehicle solution by intraperitoneal injections five times a week for 3 weeks (total of 23 days) starting at the age of 11–14 weeks. All injections and behavioral tests were done around the same time of the day to avoid any biochemical and physiological changes over the experiments. Mice were deeply anesthetized using isoflurane and sacrificed by cervical dislocation 18 h after the final injection. Brains were removed and separated into right and left hemispheres. One hemisphere was flash frozen at −80°C in methyl butane (Sigma-Aldrich) for immunohistochemical analysis, one was further dissected for RNA extraction and immunoblot analyses of striatum.

### Behavioral Assessment

Motor coordination, balance as well as motor skill learning were assessed by accelerating RotaRod performance test. The open field test was used to examine general locomotor activity. Mouse emotional state, fearfulness, arousal, and anxiety were evaluated by the elevated plus maze test assessing exploration and motor activity in a new open environment. On the day of the individual tests, animals were moved to the test room 30 min prior to the start of the test to allow sufficient time to habituate. All data recorded, regardless of individual behavior, were used for the analyses.

At the end of the treatment course, mice were tested for forelimb and hindlimb clasping behavior by suspending each mouse by the tail, 20 cm above their home cage for up to 30 s (lack of any clasping behavior scored 0; rapid movement of forelimbs scored 0.5; forelimb clasping behavior toward the abdomen scored 1; forelimb and hindlimb clasping behavior toward the abdomen scored 2).

#### Accelerating RotaRod

One day before the actual test, mice were trained on the RotaRod (TSE Systems) three times at constant speed (4 rpm for 60 s) and two times with accelerating speed (4–40 rpm over a period of 5 min) with 30 min interval between the sessions. During the training mice were placed back on the rod if they have fallen down. On the following day data were recorded for four test trials using the TSE RotaRod software, which detects the latency to fall in seconds and the rod rotational speed at fall in rpm. The test trials were done by accelerating the rod from 4 to 40 rpm over a period of 5 min with at least 30 min interval between the sessions. The rod was cleaned between animal trials to remove any odors.

#### Open Field

The open field test was performed in a gray open-top 50 × 50 cm arena (height 40 cm) located in a sound-attenuated observation chamber. Mice were individually placed near the wall of the box and locomotor activity was measured as total distance traveled and average velocity over a period of 10 min. VideoMot2 Software, TSE Systems was used to track and record all animals (standard measuring mode based on center of gravity). Vertical activity (supported rearing) was manually assessed analyzing the recorded videos (experimenter was blinded for treatment and genotype). The field was thoroughly cleaned between the animals to avoid any odor.

#### Elevated Plus Maze

The elevated plus maze test was performed in a sound-attenuated observation chamber. The maze configuration consisted of five main regions: two open arms (29.5 × 5 cm), two closed arms (29.5 × 5 cm) and a middle area connecting the arms. The plus maze was raised 68 cm above the floor. Animals were placed in the center of the maze toward one of the closed arms. Movements were tracked (standard measuring mode based on center of gravity) and recorded for 5 min using VideoMot2 Software (TSE Systems). Number, duration, and path of visits to the open arms were calculated. The maze was rigorously cleaned between the animals to remove any scent clues left by the previous subject mouse.

### MRI Measurements

MRI measurements were performed under 1–2% isoflurane anesthesia in a 70:30 nitrous oxide:oxygen mixture. Temperature was maintained through a circulating warm water system. Respiration rate was monitored during the measurements (Small Animal Instruments, Inc., Stony Brook, NY). T2-weighted images were acquired on a 7T MR scanner (PharmaScan 70/16 US; Bruker, Ettlingen, Germany) using a 20 mm quadrature volume resonator (Rapid Biomed). To cover the whole brain, a 2D T2-weighted RARE pulse sequence was used with 32 contiguous axial slices with 0.5 mm slice thickness and in-plane field of view of 25.6 × 25.6 mm. The imaging parameters were: matrix size 256 × 256, echo time spacing ΔTE = 12 ms, repetition time TR/effective echo time TE = 4,200/36 ms, bandwidth = 46,875 Hz, RARE factor 8, 4 averages, acquisition time 6:43 min.

The Allen brain atlas (Lein et al., 2007) was registered to individual MR images using the MATLAB toolbox ANTX (Koch et al., 2019) and the volume of each brain region was measured in mm^3^. For statistical comparison of brain region volume between groups a *t*-test (FDR, *q* < 0.1) was applied. Only regions with a size of >0.1mm^3^ (corresponding to 20 voxels) in at least one of the analyzed groups were included in the analysis. Both, absolute brain region volumes as well as brain region volumes normalized to whole brain volume were evaluated.

### Gene Expression Analysis by RNA-Seq, RNA-Seq Data Analysis, and qRT-PCR

#### RNA Isolation

Flash-frozen tissues were homogenized in QIAzol Lysis Reagent (Qiagen) followed by RNA extraction using the miRNeasy Kit (Qiagen). Libraries for RNA-seq analysis were prepared using the TruSeq RNA kit from Illumina. Two pools with twelve libraries each [pool 1: WT-vehicle (*n* = 3), R6/1-vehicle (*n* = 3), WT-RGFP109 (*n* = 3), R6/1-RGF109 (*n* = 3); pool 2: WT-vehicle (*n* = 2), R6/1-vehicle (*n* = 3), WT-RGFP109 (*n* = 3), R6/1-RGF109 (*n* = 4)] were sequenced on a Illumina HiSeq4000 instrument (1 × 51 bp).

#### RNA-Seq Mapping and Analysis

Raw single-end reads of cDNA fragments were aligned to the mouse transcriptome (RefSeq, mm10) using the “RNA-Seq Alignment Workflow” from BaseSpace, Illumina (version 1.1.0) with STAR aligner (version STAR_2.5.0b) for mapping and Cufflinks (version 2.2.1) for fragments per kilobase of exon per million fragments mapped (FPKM) estimation of reference genes. Differential gene expression analysis was performed using “Cufflinks Assembly & DE Workflow” from BaseSpace, Illumina (version 2.1.0) with Cuffdiff 2 (Cufflinks, version 2.2.1). Differential expressed genes with FDR, *q* < 0.1 were considered significant.

#### STRING Analysis

Protein-protein interaction network analysis was performed using STRING v11 (Szklarczyk et al., 2019). 43 genes differentially expressed between R6/1-vehicle and R6/1-RGFP109 (FDR, *q* < 0.1; log2 FC > | 0.5|) were used as input and automatically assigned to proteins by the program (Gm11549 could not be assigned). The minimum required interaction score was set to 0.7 (high confidence). The maximum number of 2nd shell interactors was set to 20. The full network is shown, meaning the edges indicate both functional and physical protein associations. All interaction sources were used (text-mining, experiments, databases, co-expression, neighborhood, gene fusion, co-occurrence). Functional enrichment of the network for gene sub-ontology “biological process” was evaluated from all 1st shell (query proteins) and 2nd shell (max 20) proteins.

#### GOrilla Analysis

Functional enrichment for gene ontology terms (biological process, molecular function, and cellular component) were calculated using the two unranked list approach (target and background lists) from GOrilla (Eden et al., 2009). As target gene list all genes significantly different in R6/1-vehicle/WT-vehicle comparison (FDR, *q* < 0.1; log2FC > | 0.5|) and affected by RGFP109-treatment in R6/1 mice by at least 20% (283) were used. All expressed genes, with FPKM > 0.1 in at least one sample (18,844) were used as background.

#### Gene Set Enrichment Analysis

For gene enrichment analysis only genes with FPKM >0.1 in at least one of the groups analyzed were used. Pseudocounts of 0.05 FPKM were added to every gene to circumvent inflated fold changes at low expressed genes. Mouse gene symbols were converted into human gene symbols using gene IDs from BioMart - Ensembl. Enriched genes sets were analyzed using the software from Broad Institute [GSEA (Mootha et al., 2003; Subramanian et al., 2005) with MgSigDB gene set collections for gene ontology, KEGG, and REACTOME pathways]. One thousand gene-set-wise permutations were performed to generate the null distributions. Genes were ranked in descending order based on log2 fold changes. Enrichment scores were calculated using the classic statistic (unweighted). Gene sets with FDR, *q* < 0.1 were considered significant.

#### Quantitative PCR

cDNA synthesis was performed with M-MLV reverse transcriptase (Promega) and random hexanucleotides. mRNA expression levels were assessed by quantitative real-time PCR using SYBR Green dye-based PCR amplification (Thermo Fisher Scientific) and the QuantStudio 3 detection system (Applied biosystems). Primer sequences are listed in Supplementary Table S1. mRNA expression levels were calculated relative to housekeeping gene *Actb* according to following equation: 2^[Ct(^*^*Actb*^*^)–Ct(target gene)]^.

### Immunoblot Analysis

Flash-frozen tissues were homogenized in RIPA buffer [50 mM Tris pH7.4, 150 mM NaCl, 1% Triton X-100, 0.1% SDS, 1% sodium deoxycholate and protease inhibitor cocktail (Thermo Scientific)], incubated for 2 h at 4°C, sonicated and clarified (12,000 × g). Equal amounts of protein (20 μg) were subjected to SDS-PAGE and subsequently transferred to a nitrocellulose membrane. Membranes were blocked and then incubated with primary antibodies (anti-H3K27ac, abcam; anti-H3, Cell Signaling Technology; anti-β Actin, Cell Signaling Technology) at 4°C overnight. Staining with secondary HRP-conjugated antibody was performed at room temperature for 1 h. Detection of the membrane was carried out using SuperSignal^TM^ West Dura Extended Duration Substrate (Thermo Fisher Scientific). Histone intensities were compared and normalized to beta-Actin intensities from the same blot using ImageJ (ImageJ software, NIH).

### Immunohistochemistry

The hemispheres were cut in coronal sections of 30 μm using a Leica CM1950 cryostat. Sections were dried on glass slides at room temperature before fixating in an Aceton:Methanol (1:1) solution for 10 min at −20°C. After a short drying period, sections were rehydrated in PBS and blocked for 1 h in 10% goat-serum in PBS with 0.1% Triton-X 100. Huntingtin aggregates were stained at 4°C over night (EM48, Millipore; 1:500, diluted in 10% goat-serum in PBS). Slides were washed in PBS and incubated with a secondary antibody (anti-mouse, Rhodamine Red-X- conjugated, Jackson ImmunoResearch; 1:1,000, diluted in 10% goat-serum in PBS). After washing sections were stained with DAPI, washed, and mounted in Immumount.

Image acquisition was performed using a Nikon Spinning Disk Confocal CSU-X microscope equipped with a Nikon Plan Fluor 40x/1.3 DIC H N2 objective and Andor iXon3 EMCCD DU-888 Ultra camera. Images were acquired using Nikon NIS-Elements (version 5.10) imaging software.

For HTT-aggregate quantification, 8 spatial separated z-stack images (21 images with 500 nm z-steps) of one striatal section per animal were acquired and analyzed. HTT aggregates were counted manually based on maximum intensity projections of each stack (ImageJ software, NIH). Experimenter was blinded for treatment and genotype. Individual nuclei within tissue sections were identified using the DAPI signal. Using ImageJ, sum slice projections were created for each z-stack image followed by background signal subtraction (rolling ball radius: 15 pixels). A binary image was created, and the watershed method was used to separate touching objects. Particles larger than 15 μm^2^ were defined as nuclei.

### Statistical Analysis

Behavioral, qPCR, immunohistochemistry, and immunoblot data were analyzed using the Graphpad Prism 6.0 and 8.0 software. The statistical tests included unpaired, two-tailed Student’s *t*-test (used for analysis of clasping behavior and Huntingtin aggregate data), two-way ANOVA followed by Tukey’s multiple comparisons test (for measuring the response to genotype and treatment; used for RotaRod, Open field, elevated plus maze and Western blotting data), and mixed-effects analysis with two-stage linear step-up procedure of Benjamini, Krieger and Yekutieli as post-tests (for repeated measures data; used for RotaRod learning curve data) as indicated in each figure legend. Statistical comparisons, values for n and *p* (unpaired, two-tailed Student’s *t*-test and two-way ANOVA) or *q* (mixed-effects analysis) are indicated in the figure legends. Differences with *p* < 0.05 or *q* < 0.05 were considered significant. Visualizations of RNA-seq and MRI data and their statistical results were done in *R* or with Graphpad Prism 6 software. We use the term “trend” for referring to non-significant changes that are below the significance threshold in the respective experiments.

## Data Availability Statement

The data reported in this paper have been deposited in the Gene Expression Omnibus (GEO) database and are accessible through GEO Series accession number GSE160967 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE160967).

## Ethics Statement

The animal study was reviewed and approved by the Landesamt für Gesundheit und Soziales Berlin.

## Author Contributions

KH and FY designed the research and wrote the manuscript. KH, SM, and MM performed the research. KH, SM, SK, CH, BK, and PB-S analyzed the data. All authors contributed to the article and approved the submitted version.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: The Effects of Selective Inhibition of Histone Deacetylase 1 and 3 in Huntington’s Disease Mice
**Source:** Front Mol Neurosci. 2021 Feb 17;14:616886. doi: 10.3389/fnmol.2021.616886
**Supplement:** Supplementary file 5

## Supplementary Figure Legends

**Figure S1. Behavioral and physical assessment of vehicle- and RGFP109-treated wild type and R6/1 mice.** (A) Motor performance on a RotaRod: Speed at fall as mean of all trials. (B) Open field exploration evaluating general locomotor activity measured as average velocity and vertical activity (supported rearing). (C) Elevated plus maze test showing time in open arm, path in open arm, total path, and visits and time in open arm normalized to total path. (D) Clasp score of R6/1 mice measured at the end of the study. (E) Body weight over the course of the treatment. Data presented as mean $\pm$ SEM; n=10 [WT-vehicle], n=12(13, Open Field) [R6/1-vehicle], n=10 [WT-RGFP109], n=12 [R6/1-RGF109]; \*p<0.05, \*\*p<0.01, \*\*\*p<0.001, \*\*\*\*p<0.0001, ns - not significant by two-way ANOVA with Tukey's multiple comparisons test (A-C) or by unpaired Student's t-test (D).

**Figure S2. Effect of HDAC1 and HDAC3 inhibition by RGFP109 on gene expression in striatum of R6/1 mice.** (A) Quantitative real-time PCR analysis of genes usually up- and downregulated in HD, motor-learning associated genes and those genes whose expression are found to be significantly altered in RNA-seq data by RGFP109 treatment of R6/1s in the striatum of vehicle- and RGFP109-treated wild type (WT) and R6/1 mice. Data presented as mean $\pm$ SEM; n=10 [WT-vehicle], n=12 [R6/1-vehicle], n=10 [WT-RGFP109], n=12 [R6/1-RGF109]. (B) Heatmap showing differentially expressed genes of R6/1 and WT comparison (FDR, q<0.1, log<sub>2</sub> FC >|0.5|) which are changed towards WT levels by RGFP109 treatment in R6/1 mice by at least 20% (283). For better visualization FPKM values were mean-normalized. (C) Gene Ontology (GO) analysis of genes from (B). As background, all expressed genes with FPKM>0.1 in at least one sample were used (18844). Ratio describes the ratio between genes in the target gene list and the total number of input genes associated with a specific GO term. Enriched GO terms with FDR, q<0.05 are plotted; BP – biological process, CC – cellular component, MF – molecular function. n=5 [WT-vehicle], n=6 [R6/1-vehicle], n=6 [WT-RFGP109], n=7 [R6/1-RGFP109].

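The background of the GO analysis counts each gene once that passed an FPKM of 0.1 in any sample. FPKM values of single samples were used here only for the genes of Supplementary Data Sheet S1, so the same count could be made only over the group values of the deposited tables. There, 17273 genes had an FPKM above 0.1 in at least 1 of the 4 groups and 15959 in all 4 groups. With a minimum of 1 FPKM, 14110 genes passed in at least 1 group.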

**Figure S3. Influence of RGFP109 treatment on brain substructures in R6/1s measured by volumetric MRI.** (A, B) Heatmaps illustrating absolute (A) or relative (B) volumes of regions with significant volume difference in WT-vehicle and R6/1-vehicle comparison (419 regions for absolute and 220 regions for relative volume). Volumes of every region were normalized to the mean volume of each region over all samples. (C) Venn diagram indicating shared and unique brain regions with significant volume change in R6/1 mice from absolute and relative volume analysis. (D) Venn diagram indicating shared and unique brain regions affected positively by the drug by at least 20% (not-significant) in R6/1 mice (red framed regions of Figure 3A and B) from absolute and relative volume analysis. (E) Absolute volumes of selected brain regions. Data presented as mean $\pm$ SEM; n=10 [WT-vehicle], n=13 [R6/1-vehicle], n=10 [WT-RGFP109], n=12 [R6/1-RGFP109]; \*q<0.05, \*\*q<0.01, \*\*\*q<0.001, \*\*\*\*q<0.0001, ns - not significant.

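The volumes behind both sets of regions are given per mouse in Supplementary Data Sheet S3 for 10 WT-vehicle, 13 R6/1-vehicle, 10 WT-RGFP109 and 12 R6/1-RGFP109 mice. Absolute volumes are in mm3, and relative volumes are normalized to the volume of the whole brain. The sheet holds the regions that the authors called different by genotype, 419 by absolute and 220 by relative volume, and 144 regions are in both. Regions of the atlas that did not differ are not in it, so the adjustment of p-values over all regions could not be repeated. A two-sample Student's test of R6/1-vehicle against WT-vehicle gave p-values with a median ratio of 1.00 to those of the sheet. By absolute volume 403 regions were smaller and 16 larger in R6/1-vehicle, and by relative volume 120 were smaller and 100 larger.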

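A region counted as affected positively when the mean of R6/1-RGFP109 lay closer to the mean of WT-vehicle than that of R6/1-vehicle by at least 20% of the genotype difference. Counted from the volumes per mouse, 61 of 419 regions met this by absolute and 55 of 220 by relative volume, and 17 regions met it in both. With the roles of the R6/1 groups exchanged, 51 regions met it by absolute and 31 by relative volume. By absolute volume 199 regions lay closer to and 220 farther from WT-vehicle, 79 of them farther by at least 20%, and the median change was -1.56% of the genotype difference. By relative volume 119 lay closer and 101 farther, 34 of them by at least 20%, with a median of 2.10%. Two-sample Student's tests of R6/1-RGFP109 (n = 12) against R6/1-vehicle (n = 13) gave 5 of the 419 regions with an unadjusted p under 0.05 and 0 with an adjusted p under 0.1, adjusted over the regions of the sheet (smallest adjusted p = 0.997). By relative volume the numbers were 2 and 0 of 220 (smallest adjusted p = 0.989).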

**Figure S4. Analysis of aggregate formation and bulk histone H3K27 acetylation levels in vehicle- and RGFP109-treated wild type and R6/1 mice.** (A) Top: Representative images of immunohistochemical staining of HTT-aggregates (red, EM48) and nuclei (blue, DAPI) in striatal sections of vehicle-treated WT (left), vehicle-treated R6/1 (middle) or RGFP109-treated R6/1 mice (right). Scale bar = 20  $\mu$ m. Bottom: Quantification of aggregate counts in R6/1 mice. Data presented as mean $\pm$ SEM; n=8 [R6/1-vehicle], n=8 [R6/1-RGFP109]; 8 striatal images were counted per animal. ns - not significant by unpaired Student's t-test. (B) Immunoblots showing H3K27ac or H3 patterns (each normalized to  $\beta$ -Actin levels) in protein extracts from striatal tissue. Data presented as mean $\pm$ SEM; n=10 [WT-vehicle], n=12 [R6/1-vehicle], n=10 [WT-RGFP109], n=12 [R6/1-RGF109]; ns - not significant by two-way ANOVA with Tukey's multiple comparisons test.

# Supplementary material for: The Effects of Selective Inhibition of Histone Deacetylase 1 and 3 in Huntington’s Disease Mice
**Source:** Front Mol Neurosci. 2021 Feb 17;14:616886. doi: 10.3389/fnmol.2021.616886
**Supplement:** Supplementary file 9

**Table S1. Primer sequences**

| Gene           | Sequence (5' → 3')           |
|----------------|------------------------------|
| <i>Actb</i>    | fw: CACTGTCGAGTCGCGTCC       |
|                | rev: TCATCCATGGCGAACTGGTG    |
| <i>Adora2a</i> | fw: GCCATCCCATTGCGCATCA      |
|                | rev: GCAATAGCCAAGAGGCTGAAGA  |
| <i>Arc</i>     | fw: TACCGTTAGCCCCTATGCCATC   |
|                | rev: TGATATTGCTGAGCCTCAACTG  |
| <i>Cpne5</i>   | fw: GTCTAACGGTGGTGTCCCAG     |
|                | rev: TCCAGCTTGTTGGCACAGAA    |
| <i>Dpysl2</i>  | fw: AAGCTGTGGTCACTGGGAAG     |
|                | rev: GAAGACTTTGGCTGCGTTGG    |
| <i>Drd1</i>    | fw: ATGGCTCCTAACACTTCTACCA   |
|                | rev: GGGTATTCCCTAAGAGAGTGGAC |
| <i>Drd2</i>    | fw: AAGCGTCGGAAGCGGGTCAAC    |
|                | rev: TCGGCGGGCAGCATCCATTCT   |
| <i>Egr1</i>    | fw: TATGAGCACCTGACCACAGAGTCC |
|                | rev: CGAGTCGTTTGGCTGGGATAAC  |
| <i>Folr1</i>   | fw: TTTACACGACCAGTGCAGCC     |
|                | rev: TAGTTCCGCAGTGGTTCCAG    |
| <i>Grin3a</i>  | fw: ACCAGTCAGAGGTTTCACAGAG   |
|                | rev: GGTCCATCTTCTCCATCTGCTC  |
| <i>Nr4a2</i>   | fw: GCAGAGAAGATCCCTGGCTT     |
|                | rev: ACTGGGTTGGACCTGTATGC    |
| <i>Otx2</i>    | fw: TCCAGGGTGCAGGTATGGTT     |
|                | rev: AGCTCTTCTTCTTGGCAGGC    |
| <i>Polr2a</i>  | fw: TGTGCAGGAAACATGACCGA     |
|                | rev: GAAGCAGACACAGCGCAAAA    |
| <i>Ppp1r1b</i> | fw: CCAGAAACCCACTCTGTCCC     |
|                | rev: GGCTTCAGCCAAAGCAAACA    |
| <i>Satb2</i>   | fw: ACCGCACACAGGGATTATTGT    |
|                | rev: CACTTCAGGCAGGTTGAGGA    |
| <i>Wars</i>    | fw: AGCAGATCAAGAGCAAGGTCA    |
|                | rev: TTCACAGTTGCCCCCAAAC     |

How the deposited data were processed for this re-analysis (not part of the article)

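RNA-seq of the striatum was analysed for 24 mice in 4 groups, with 5 libraries for WT-vehicle, 6 for R6/1-vehicle, 6 for WT-RGFP109 and 7 for R6/1-RGFP109. The authors aligned single-end reads with STAR to RefSeq transcripts of mm10 and computed FPKM values with Cufflinks. The authors then ran Cuffdiff 2 on each pair of groups and deposited 6 tables with 1 FPKM value per group, a log2 fold change, a test statistic (a score that was not used here), a p-value and a q-value per gene. Cuffdiff scaled the deposited FPKM values within each pair, so that values of 1 group differ between tables by a common factor. The deposited log2 fold change is infinite where 1 of the values is listed at 0. Read counts were not used here, the depth per library is unknown, and no interval or detection limit from counts is given. A check for a common ratio of low FPKM values between libraries, from which depth might have been read, found at most 5 of 88 genes sharing a ratio between a pair of libraries, and depth was left open.

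Coordinates are those of the deposited tables on mm10, with 1 added to the start. All 6 tables were restricted to the 24340 genes they share. A gene was counted as different at a q-value under 0.1 and an absolute log2 fold change above 0.5, as in the paper. For the shift toward wild type, ratios of FPKM over 1.2 or under 0.8 were the main reading, and the share of the FPKM or log2 difference from WT-vehicle that was closed, at least 20%, was the alternative. Simulations used 1000 draws for 13705 genes, with noise from windows of 200 genes of similar FPKM (median SD of the log2 ratio 0.07). On simulated data with 200 changed genes and almost no noise, a mean of 180 were recovered, which leaves open the recovery at the noise of these data.

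FPKM values per library came from Supplementary Data Sheet S1. They were taken on the log2 scale after adding 0.05 FPKM and compared by two-sided exact permutation tests. The difference between the treatment effects of the genotypes was tested with 100000 permutations within genotype, and correlations with 100000 permutations. P-values were adjusted by the Benjamini-Hochberg method over 65 genes, namely the 43 treatment genes, the genes that the paper names in its RNA-seq results and the genes named for a GO term or pathway. The rule for naming genes, every gene the paper names in these results and the genes with the largest changes of each comparison, was set before the deposited tables were available. The result of 1 gene under this rule is not reported here. The values of Supplementary Data Sheet S1 had been seen by then, and its genes were chosen by the authors on these same libraries, so the tests per library describe the spread and are not independent evidence. On simulated data, 100% of 200 changed genes were called and 5.38% of 800 unchanged genes had a p under 0.05. The simulated shift was several times the simulated spread between libraries. Between R6/1-RGFP109 and R6/1-vehicle, the pooled SD on the log2 scale ranged from 0.18 for Htr2c to 3.13 for Avp. The share called therefore does not give the power for genes with a wide spread. In a group of 4 to 10 libraries, a value was marked when its gap to the nearest other value, over the range of the group, exceeded the 95% critical value of Dixon's test.

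Gene lists for choroid plexus, neocortex, hypothalamus, thalamus, ependyma, meninges and striatal projection neurons were written before the deposited tables were available but after the treatment genes of Supplementary Data Sheet S1 had been seen, so the choice of tissues was not blind to those genes, although none of the 43 is on a list. The list for the olfactory bulb was written after the deposited tables had been read for genes past the thresholds. A list's median log2 fold change was placed among those of 10000 random lists of the same size and similar mean FPKM, as a description of these libraries. On simulated data 6% of 200 unchanged lists lay outside the middle 95% of random lists and 100% of raised lists lay above it. To take out the neocortex list, each gene was regressed on the mean of 8 neocortex genes across the vehicle libraries, and the slope was used in the R6/1 groups.

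MRI volumes per mouse came from Supplementary Data Sheet S3. Groups of 10 or more mice were compared per region by a two-sample Student's test with Benjamini-Hochberg adjustment over the regions of the sheet, and by limma on log2 volume as an alternative. The R6/1 mice and the vehicle mice were each regrouped in 100 splits, the real one included. Enrichment scores per gene set were read from Supplementary Data Sheet S2. The enrichment itself was not recomputed, because the gene sets were not available. Behavior and quantitative RT-PCR were not analysed here.

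Alternatives set before the deposited tables were available covered the q-value, the minimum fold change, a minimum FPKM of 1, the pseudocount, the reading of 20%, medians in place of means, each library left out in turn, each block of library numbers alone, and relative volumes and limma for R6/1-RGFP109 against R6/1-vehicle. Calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3 and limma 3.58.1, with a fixed seed of 1.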

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

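The tests of choroid plexus, neocortex and hypothalamus tissue in this part were chosen only after the results were seen, their gene lists were written after the treatment genes of Supplementary Data Sheet S1 had been seen, and the test of the olfactory bulb was written before the values of its genes were looked up.

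In 41 named genes and 4 groups, 33 values lay far from the others of their group by Dixon's test over 164 groups, where 8.2 would be expected by chance. Library 040 of R6/1-RGFP109 held 9 of them, library 029 of R6/1-RGFP109 and library 034 of R6/1-vehicle 6 each, library 026 of WT-RGFP109 4 and library 023 of R6/1-vehicle 3. The values of one library move together where genes mark the same tissue, so the 33 are not independent.

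Library 034 of R6/1-vehicle was far below its group for Neurod2 (1.02 FPKM), Neurod6 (0.918 FPKM), Nr4a2 (0.786 FPKM), Nxph3 (1.62 FPKM), Col5a1 (0.395 FPKM) and Cck (13.3 FPKM). Library 040 of R6/1-RGFP109 was far below its group for Neurod2 (1.82 FPKM), Neurod6 (0.485 FPKM), Nr4a2 (1.37 FPKM), Col5a1 (0.519 FPKM), Cck (14.9 FPKM), Igfbp4 (11.4 FPKM) and Igfbp6 (5.29 FPKM). A candidate explanation is a smaller amount of neocortical tissue in these libraries. Once the mean of the neocortex genes was taken out, the mean log2 difference of Neurod2 and Neurod6 between R6/1-RGFP109 and R6/1-vehicle went from 0.46 to 0.0085 (exact permutation p = 0.966). For 10 other genes toward wild type it went from 0.70 (exact permutation p = 0.190) to 0.44 (exact permutation p = 0.138), so that neocortical tissue and an effect of RGFP109 cannot be told apart for them, because the spread between 13 libraries is as large as the rise. Cort kept a log2 difference of 0.90 with the list taken out (exact permutation p = 0.00233, not adjusted), the only 1 of the 14 with p under 0.05. The slopes came from the vehicle libraries, R6/1-vehicle among them, so the compared groups were not treated alike. Every p-value with the list taken out, here and for the 29 other genes, is therefore approximate. For the 29 other treatment genes, 28 of them lowered, the median log2 difference went from -0.90 to -1.35 and the number with an unadjusted exact permutation p under 0.05 from 4 to 16, so the neocortex list does not account for their fall. Whether RGFP109 changes neocortical genes within striatal cells stays untested. The lists of neighbouring tissues did not all move alike. Where the neocortex list rose, the medians were -0.25 for thalamus, -0.46 for meninges, -0.12 for ependyma and -0.14 for striatal projection neurons. These 4 lay below the middle 95% of random lists, at percentiles 0.71, 0, 1 and 0, with 10 of 10 striatal genes lower. Library by library, the mean of 8 striatal genes differed by -0.14 between R6/1-RGFP109 and R6/1-vehicle (exact permutation p = 0.703). The striatal list had a median of -1.44 in R6/1-vehicle against WT-vehicle.

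Library 029 of R6/1-RGFP109 was far below its group for Drd1 (7.12 FPKM), Drd2 (5.19 FPKM), Ppp1r1b (80.2 FPKM), Penk (98.2 FPKM) and Adora2a (6.14 FPKM), and far above it for Igfbp2 (28.8 FPKM). Library 023 of R6/1-vehicle was far below its group for Drd2 (8.26 FPKM) and Adora2a (8.10 FPKM) and far above it for Ace (17.3 FPKM). Without library 029 the log2 difference of Drd1 between R6/1-RGFP109 and R6/1-vehicle went from -0.11 to 0.18 and that of Drd2 from -0.26 to 0.16. No explanation was tested for library 029.

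Library 026 of WT-RGFP109 was far above its group for Ttr (1667 FPKM), F5 (3.28 FPKM), Folr1 (10.6 FPKM) and Ace (9.53 FPKM), and library 042 of R6/1-RGFP109 for F5 (0.372 FPKM). Libraries 020 and 021 of WT-vehicle, 023 and 024 of R6/1-vehicle and 026 were the 5 highest for Ttr, with 2816, 4188, 2893, 582 and 1667 FPKM, and all 5 are in the block of numbers from 019 to 030. They were among the 5 highest libraries for 27, 28, 27, 15 and 25 of the 28 genes lowered by RGFP109 in R6/1 mice. A candidate explanation is choroid plexus tissue in some of the vehicle libraries. The mean of 5 choroid plexus genes, none among the 43 treatment genes, differed by 13.9-fold between the highest and the lowest vehicle library, and the list of 14 genes, all of which WT-vehicle expressed above 0.1 FPKM, fell by 1.19 on the log2 scale in R6/1 and by 1.38 in wild type mice. For the mean of the list, 8 of 11 vehicle libraries lay at or below the highest RGFP109 library, which is library 026, but 5 of 11 at or below the second highest. Within R6/1 mice 4 of 6 vehicle libraries, and within wild type mice 2 of 5, lay above every RGFP109 library of the genotype. Tissue in some vehicle libraries and a fall of these genes with RGFP109, in every treated mouse or in some, therefore cannot be told apart, because the groups hold different mice and the vehicle libraries differ widely among themselves, and the block of numbers cannot serve as a batch, since the sequencing pool of each library is not stated.

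Library 040 was far above its group for Avp (67.8 FPKM) and Trh (25.1 FPKM). For Trh, library 021 of WT-vehicle (54.2 FPKM) and library 025 of WT-RGFP109 (29.1 FPKM) also lay far above their groups. Libraries 021 and 025 were the highest of their groups for Avp too, with 51.7 and 29.5 FPKM. Neither of these Avp values was marked by Dixon's test. A candidate explanation is hypothalamic tissue in single libraries. The list of 7 hypothalamus genes with measurable FPKM had a median log2 fold change of 0.24 in R6/1 mice, at percentile 95.1 of random lists, within their middle 95%, and its genes lie near the floor, so the test leaves the explanation open. Without library 040 the log2 difference between R6/1-RGFP109 and R6/1-vehicle was -2.69 for Avp (exact permutation p = 0.0238) and -0.36 for Trh (exact permutation p = 0.353).

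The remaining values far from their group were Dusp6 in library 021 of WT-vehicle (12.5 FPKM) and Cartpt in library 037 of WT-RGFP109 (6.08 FPKM). No explanation was tested for them.

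The treatment effect differed between R6/1 and wild type mice for 2 of 65 genes at an unadjusted permutation p under 0.05, fewer than the number chance gives at that level. The log2 effect in R6/1 minus that in wild type mice was 1.49 for Cort (permutation p = 0.0326, adjusted p = 0.99) and -1.62 for Drd3 (permutation p = 0.0442, adjusted p = 0.99). In R6/1-RGFP109, 6 of 7 libraries lay above the R6/1-vehicle mean for Cort.

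RNA-seq of WT-RGFP109 against WT-vehicle is not discussed in the paper. A count of the authors' deposited table gave 80 genes past the thresholds, 25 higher and 55 lower. Of 13852 tested genes, 527 had an unadjusted p under 0.05, where uniform p-values would give 693. As in R6/1 mice, the lower count means that this number cannot serve as the chance level. Of the 55 lowered genes, 24 also passed the thresholds with the same sign in R6/1 mice, and of the 25 raised genes 0 did. The raised genes may come from olfactory bulb tissue in WT-RGFP109 libraries. The list of 8 olfactory bulb genes, none of them among the 80, rose by a median of 0.63 in wild type mice, above all random lists, with 7 of 8 higher, and Omp, its marker of olfactory sensory neurons, was 0.16 FPKM in WT-vehicle and 5.36 FPKM in WT-RGFP109. In R6/1 mice the median was 0.049, at percentile 83.5, with 4 genes higher, 4 lower and values from -0.95 to 0.94. The list as a whole therefore did not rise in R6/1 mice as it did in wild type mice. Only 3 of 9 genes written for the list were above 1 FPKM in WT-vehicle. An effect of RGFP109 on single genes in both genotypes is therefore not excluded. The thalamus, ependyma, meninges and hypothalamus lists had medians of 0.17, -0.66, -0.058 and 0.062 in wild type mice, and the striatal list one of -0.10. Of these, the ependyma and striatal lists lay below the middle 95% of random lists, and the others within it. An effect of RGFP109 in wild type mice alone was not tested apart from tissue.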

How the results depend on the processing

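The alternatives were set before the deposited tables were available, with the values of Supplementary Data Sheet S1 already seen, except those on the gene listed at 0, the selection on R6/1-RGFP109 against WT-vehicle, the log2 reading for the earlier study, the list means with a library left out and both MRI alternatives for genotype, which were chosen after seeing the data. No paired analysis was possible because the deposited columns carry one value per group and no replicate numbers, and the library numbers of the data sheet cannot be matched to replicate numbers, so the alternative with a replicate block was not run. Of 87 values of results that answer a comparison under an alternative, 70 kept their direction and side of the threshold or stayed within 1.5 times the main count.

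The count of genes between R6/1-vehicle and WT-vehicle (1462) was 3137 with no minimum fold change and 373 above an absolute log2 fold change of 1, and the count between R6/1-RGFP109 and R6/1-vehicle (43) was 20 above it, as the fold change threshold sets by construction. With at least 20% of the log2 difference closed, the downregulated genes counted went from 128 to 244, the upregulated ones from 11 to 40 (39 without the gene listed at 0), the genes of the earlier study from 1 to 2, and the mirror counts from 128 to 281 (301 with selection on R6/1-RGFP109 against WT-vehicle). The upregulated genes were 57 by the FPKM difference closed and 17 by a ratio under 1/1.2. With changes of at least 10% only, 6 genes of the earlier study moved toward wild type, as fewer genes were counted. Relative volumes gave 220 MRI regions by genotype in place of 419, from a sheet that holds fewer of them.

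With list genes above 1 FPKM only, the median of the hypothalamus list was 4.40 in R6/1 and 1.05 in wild type mice, both from 1 gene and now beyond random lists, that of the thalamus list -0.13 in R6/1 mice, no longer beyond them, and 0.35 in wild type mice, now beyond them. Fewer genes were tested by construction.

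No named gene had an adjusted p under 0.05 between R6/1-RGFP109 and R6/1-vehicle under any alternative, and from 4 to 16 of 65 had an unadjusted exact permutation p under 0.05 with 1 library left out. The 16 came without library 040 of R6/1-RGFP109. The blocks of library numbers allow no p under 0.1 and 0.0571, so they say nothing on the threshold. The direction reversed in 17 of 169 values of named genes under the other alternatives. In libraries 019 to 030 the log2 difference was 0.14 for Drd1, 0.028 for Ppp1r1b, -0.63 for Trh, -0.14 for Adra2a, 0.18 for Igfbp6, -0.27 for Nppc, -0.74 for Adcyap1 and -0.32 for Cartpt. In libraries 031 to 042 it was 0.46 for Igfbp2, 0.018 for Folr1, 1.12 for Avp and 0.43 for Col8a1. With medians in place of means it was 0.048 for Penk, -0.19 for Trh and 0.15 for Drd3, and the fold change of the medians was -0.0029 for Igfbp6. With a pseudocount of 1 it was 0.10 for Avp. The cause was not tested.

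With each library left out in turn, 19 of 533 values reversed. The log2 difference ranged from -0.43 to 0.18 for Drd1, -0.69 to 0.16 for Drd2, -0.52 to 0.19 for Ppp1r1b, -0.35 to 0.069 for Penk and -0.50 to 0.24 for Adora2a, each highest without library 029. It ranged from -0.20 to 1.02 for Neurod6, -0.066 to 0.45 for Arhgap15 and -0.087 to 0.93 for Cck, from -0.36 to 0.52 for Trh, lowest without library 040, from -0.70 to 0.0098 for Igfbp2, highest without library 023, and from -0.21 to 0.21 for Igfbp6. The mean of the neocortex list ranged from -0.028, without library 034, to 0.79, and that of the choroid plexus list from -0.87, without library 034 and with an exact permutation p of 0.0126, to -0.28, without library 023. The cause was not tested. The depth of the libraries is unknown, which limits what can be said of genes near the floor such as Avp.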

Differences from the paper's values

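The paper's count of downregulated genes raised by over 20% is 244. With a ratio of FPKM over 1.2 it was 128 here. Of the alternatives set before the deposited tables were available, at least 20% of the log2 difference from WT-vehicle closed gave 244 and at least 20% of the FPKM difference closed gave 175, which lies within 1.5 times the paper's. The ratio relative to WT-vehicle in each table (130), a minimum FPKM of 1 (102) and a pseudocount of 0.05 (122) did not close the gap.

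The paper's count of upregulated genes lowered by over 20% is 39. With a ratio of FPKM under 0.8 it was 11 here. At least 20% of the log2 difference closed gave 40 and at least 20% of the FPKM difference closed gave 57, both within 1.5 times the paper's. A ratio under 1/1.2 (17), the ratio relative to WT-vehicle in each table (10) and a minimum FPKM of 1 (11) did not close the gap. Leaving out the gene listed at 0, chosen after the values were seen, gave 39 with at least 20% of the log2 difference closed.

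The paper counts 2 genes of the earlier study restored by more than 20%, and by the change of FPKM it was 1 here, Gsto2. At least 20% of the log2 difference closed, an alternative chosen after the values were seen, gave 2, and no alternative had been set for this count before the deposited tables were available.

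The paper names Adra1b and Dusp6 among the genes raised, and Htr2c, Robo1 and Drd3 among those lowered, by more than 20%, whereas their FPKM changed by 17.5%, 14.6%, -13.5%, -11.1% and -16.6%. At least 20% of the log2 difference from WT-vehicle was closed for each of these 5 genes. The paper proposes activation of the insulin-like growth factor pathway by RGFP109, from its network and gene set results. Of the ligand, receptor and binding protein genes, 0 were raised and 2 lowered past the thresholds here. The 2 genes, Igf2 and Igfbp2, also fell past the thresholds in wild type mice. RNA levels of single genes do not measure the activity of the pathway, so these counts do not decide the proposal. Of the 25 genes of Fig. 2D, 22 moved toward wild type by the tables, which count Endov, Ints9 and Slc25a29 in place of Chrna1, Emilin1 and Pop1, and 25 did by the means of the single libraries.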

Other observations

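The tests of selection and noise, of the regions by genotype and of the regions closer to WT-vehicle were chosen only after the results were seen, and that of the regions between the R6/1 groups before its result was computed, with the paper's own statement that the effect is not significant already read.

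Genes lower in R6/1-vehicle were closer to WT-vehicle in R6/1-RGFP109 in 244 cases. A candidate explanation is that the genes were selected on the R6/1-vehicle values with which they were then compared. Selected on the mean of both R6/1 groups, 217 genes lay closer in R6/1-RGFP109 and 219 closer in R6/1-vehicle. Independent noise of the size typical of genes at similar FPKM gave a mean of 101 genes where 228 were observed. Noise of that size is too small for the lower genes. Genes that vary together between libraries, or more widely than most at their FPKM, were not simulated and stay open. For the genes higher in R6/1-vehicle the same noise gave a mean of 53.3 genes where 38 were observed, and 992 of 1000 simulations gave at least as many as observed. An effect of RGFP109 that moves as many genes toward as away from wild type was not excluded.

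For MRI, 100 of 100 splits of the 25 R6/1 mice, the real one included, gave at least as many regions with an adjusted p under 0.1 as the 0 found for RGFP109, which any split does, so that count decides nothing. With an unadjusted p under 0.05, 88 of the splits gave at least as many regions as the 5 found. At least 61 regions lay 20% closer to WT-vehicle in 45 of 100 splits by absolute volume, and at least 55 in 34 of 100 splits by relative volume. The real split of the vehicle mice alone, 1 of 100, gave 419 regions by genotype. These regions were chosen by the authors for that difference, so the splits decide nothing about it.

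In WT-RGFP109 against WT-vehicle, 18 of 419 regions had an unadjusted p under 0.05 by Student's test and 0 an adjusted p under 0.1 (smallest adjusted p = 0.681).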
